# *Dictyocaulus viviparus* genome, variome and transcriptome elucidate lungworm biology and support future intervention

**DOI:** 10.1038/srep20316

**Published:** 2016-02-09

**Authors:** Samantha N. McNulty, Christina Strübe, Bruce A. Rosa, John C. Martin, Rahul Tyagi, Young-Jun Choi, Qi Wang, Kymberlie Hallsworth Pepin, Xu Zhang, Philip Ozersky, Richard K. Wilson, Paul W. Sternberg, Robin B. Gasser, Makedonka Mitreva

## Abstract

The bovine lungworm, *Dictyocaulus viviparus* (order Strongylida), is an important parasite of livestock that causes substantial economic and production losses worldwide. Here we report the draft genome, variome, and developmental transcriptome of *D. viviparus*. The genome (161 Mb) is smaller than those of related bursate nematodes and encodes fewer proteins (14,171 total). In the first genome-wide assessment of genomic variation in any parasitic nematode, we found a high degree of sequence variability in proteins predicted to be involved host-parasite interactions. Next, we used extensive RNA sequence data to track gene transcription across the life cycle of *D. viviparus*, and identified genes that might be important in nematode development and parasitism. Finally, we predicted genes that could be vital in host-parasite interactions, genes that could serve as drug targets, and putative RNAi effectors with a view to developing functional genomic tools. This extensive, well-curated dataset should provide a basis for developing new anthelmintics, vaccines, and improved diagnostic tests and serve as a platform for future investigations of drug resistance and epidemiology of the bovine lungworm and related nematodes.

Parasitic roundworms (nematodes) of domestic animals are responsible for substantial economic losses as a consequence of poor production performance, morbidity, and mortality^1^. Diseases caused by these worms cost livestock industries billions of dollars and lead to a significant reduction in global food production each year^2^. Lungworms of the genus *Dictyocaulus* (Strongylida: Dictyocaulidae, nematode clade V) are parasites of major agricultural significance that cause parasitic bronchitis (or dictyocaulosis) in cattle, particularly in young animals^3^. The clinical manifestation of dictyocaulosis vary from mild respiratory signs to emphysema and pneumonia, and can result in rapid death in severely affected animals^1^,^3^. Respiratory symptoms are accompanied by a reduction in growth, fertility and/or milk production^3^ such that outbreaks result in major financial losses to farmers^4^.

Unlike other trichostrongylid nematodes that live in the upper alimentary tract, *D. viviparus* resides in the bronchi and bronchioles of the lungs (Fig. 1). Ovo-viviparous females release eggs that are coughed up and swallowed. The eggs hatch as they pass through the gastrointestinal tract, and first stage larvae (L1) are shed in the faeces. Larvae moult twice on the pasture to develop into infective third-stage larvae (L3s). This development can occur within four to six days under favorable environmental conditions. During this time, they must move from faeces to grass to be accessible to a host, and often take advantage of sporulating *Pilobilus* fungi for dispersal^5^. Upon ingestion by the bovid, L3s exsheath, penetrate the intestinal wall, migrate to the mesenteric lymph nodes and moult to the fourth larval stage (L4s). L4s are carried to the lung in circulating blood and/or lymph, and undergo a final moult to reach the L5, pre-adult stage (also referred to as immature adults). Although this is the last moult, further growth and development are required to reach sexual maturity. Most adult worms will be cleared by 30 days post-infection^6^; however, larval stages can undergo arrested development (hypobiosis) in the host lungs for up to five months if they were exposed to cold conditions prior to ingestion^7^. Hypobiosis is a crucial aspect of lungworm epidemiology and acts as a key factor for year-to-year survival in temperate climates^8^.

Farmers need to take routine measures to protect their livestock from lungworm infection due to the severe impact of dictyocaulosis on bovine health. An irradiated larval vaccine was introduced in the 1950‘s; it is highly effective, but has a short shelf-life and, more importantly, booster infections or vaccination are necessary to confer immunity beyond six to 12 months^9^. Recombinant vaccines have been attempted, but failed to achieve adequate levels of protection^10^,^11^. *D. viviparus* is susceptible to several classes of drugs, including macrocyclic lactones and benzimidazoles^3^; thus, anthelmintic drugs have superseded vaccination as the preferred preventative method. However, prophylactic treatment of calves impedes the development of protective immunity that would shield them from disease later in life^3^. In addition, excessive and widespread drug use promotes resistance in nematode populations, and there are reports of resistance developing in *D. viviparus*^12^,^13^. The discovery of new interventions has been challenging due to a limited understanding of the biology this parasite.

In the present study, we characterize the draft genome, population variome and developmentally-staged transcriptome of *D. viviparus* in order to substantially improve our understanding of this pathogen at the molecular level across all defined life cycle stages and its relationship with the bovine host. The Hannover Dv2000 field isolate, a temperate strain from Northern Germany, was selected for this investigation because it has been the subject of previous recombinant vaccine^14^ and gene expression studies^15^,^16^,^17^, serves as the basis for the lungworm-MSP-ELISA diagnostic assay^18^,^19^, and (unlike the strain used for producing live vaccine) is capable of undergoing hypobiosis. This is the first comprehensive “omic” study of an economically important nematode parasite of the respiratory system.

## Results and Discussion

### Genome features

The nuclear genome of *D. viviparus* Hannover Dv2000 was sequenced and assembled into 7,157 contigs (N50: 225,748 bp) with a total length of 161 Mb and GC content of 34.8% (Table 1, Supplementary Table S1). Completeness was estimated at 99% based on presence/absence of essential eukaryotic genes. Compared with related nematodes, the *D. viviparus* genome is considerably smaller than the gastrointestinal parasites *Haemonchus contortus* (320–370 Mb)^20^,^21^ and *Necator americanus* (244 Mb)^22^ but larger than that of the free-living worm *Caenorhabditis elegans* (100 Mb, WormBase WS230). The repeat content of the *D. viviparus* genome was estimated at 17.5% (Supplementary Table S2), less than *H. contortus* (29.0%) and *N. americanus* (23.5%), which might contribute to its smaller genome size.

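At least 1 read fell in 14162 of 14169 gene rows of the count table (99.95%) in at least 1 of 22 Illumina libraries from 11 life cycle stages. At least 10 reads in at least 1 library fell in 13982 rows (98.7%). Of single stages, eggs had the most genes with a read in both libraries (13698) and mixed-sex L5 the fewest (12873), which include the library with the fewest reads. The libraries held 3515065 to 33038450 reads. The count table gives reads per gene and not the share of each gene's length that reads cover.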

A total of 14,171 protein-coding genes were predicted from the *D. viviparus* genome (Table 1, Supplementary Table S3), more than 99% of which were supported by RNA-seq data in our developmental transcriptome dataset. In contrast, other strongylid nematodes have gene counts in the order of 20,000^20^,^21^,^22^. The average length of *D. viviparus* protein coding sequences (983 bp, including only exons) was somewhat larger than the average lengths reported for *H. contortus* and *N. americanus*; however, the average gene footprint size was much smaller (3,080 bp for *D. viviparus* compared with 4,289 bp for *N. americanus* and 6,167 or 6,564 bp for *H. contortus*; see Supplementary Table 1), as there appear to be fewer and shorter introns. The reduced gene count and gene footprints may also contribute to the smaller overall genome size.

### Gene order and organization

We matched the protein coding genes of *D. viviparus* to their orthologs in *C. elegans* to examine synteny and colinearity between the two species (Supplementary Table S3). *D. viviparus* genes on the same supercontig usually had orthologs on a particular *C. elegans* chromosome (Fig. 2a). For example, the contig D_viviparus-1.0_Cont1 encodes 207 genes; 112 of them have orthologs in *C. elegans*, 94 of which are on chromosome V. Despite the preservation of physical linkage, gene order was not well conserved. Short regions of co-linearity with *C. elegans* (at least five genes in order) occur on just seven scaffolds, one of which is depicted in Fig. 2b. This finding is consistent with comparisons between *C. elegans* and other parasitic nematodes such as *H. contortus* and *Trichinella spiralis*^20^,^23^.

Approximately 17% of all *C. elegans* genes are organized into operons (groups of two or more contiguous genes regulated by a single promoter and transcribed as a single RNA molecule). The resultant polycistronic mRNAs are cleaved into single-gene units (cistrons), which are trans-spliced to spliced leader (SL) sequences. Usually, a well-conserved SL1 sequence is attached to the 5′-end of the first cistron in the operon, and a less-conserved SL2 sequence is attached to the 5′-end of subsequent cistrons (though SL1s are also known to be attached to subsequent cistrons). In total, 363 operons containing 793 genes were identified in *D. viviparus* based on orthology to known *C. elegans* operons (Supplementary Table S4); 188 operons had a conserved order and orientation, whereas 175 were partly conserved, with missing genes or an altered order or orientation (Fig. 2c). As expected, RNA-seq data confirmed the co-transcription of operon genes as compared non-operon genes, even accounting for gene proximity (P < 2 × 10^−11^; Supplementary Fig. S1). A total of 4,633 (32.7%) *D. viviparus* genes were associated with an SL1 sequence (Supplementary Table S3); only a small subset of them (n = 370) belonged to the operons identified based on orthology to *C. elegans*. We were only able to find 77 SL2-associated genes due to the limited conservation of SL2 sequences (Supplementary Table S3); only nine of these appear to be part of operons based on their proximity (<4,000 nt) to other SL2 genes.

### Annotation of the deduced proteins

Putative functions were assigned to the 14,171 *D. viviparus* proteins based on similarity to sequences in publicly available databases (Supplementary Table S3; Supplementary Methods). A total of 4,769 unique InterPro protein domains were predicted from 9,198 (64.9%) *D. viviparus* proteins, which were associated with 1,388 unique gene ontology (GO) terms. Likewise, 8,442 (59.6%) proteins matched 4,102 unique KEGG orthologous groups, which were further assigned to 324 enzymatic pathways and 242 pathway modules. The majority (91.0%) of *D. viviparus* proteins had at least one BLAST match (e-value < 10^−5^) in the NCBI non-redundant protein database (nr), with most corresponding to proteins from other strongylid nematodes.

BLAST searches against nr identified 55 *D. viviparus* proteins with isolated regions of similarity to sequences from *Wolbachia* spp. (Supplementary Table S3). *Wolbachia* are obligate bacterial endosymbionts of some arthropods and filarial nematodes and are implicated in the transfer of DNA to host nuclear genomes. While *D. viviparus* does not presently host *Wolbachia* endobacteria, the bacterial sequences in its nuclear genome suggest that it (or an ancestral species) was infected in the past. These inserts have been thoroughly described in a report based on the genome of a *D. viviparus* strain from Cameroon^24^. The focus of this report was the *Wolbachia*-like sequence inserts, not the *D. viviparus* genome itself, so the genome and gene complement of the nematode were only briefly described and little functional annotation was provided (see Supplementary Table S1 for a brief comparison of the two assemblies). Although the previous report claimed little evidence of transcriptional of *Wolbachia* sequences^24^, 53 of the 55 protein coding genes with *Wolbachia*-like sequences showed evidence of transcription based on our extensive RNA-seq data. However, they were transcribed at low levels compared with other genes (average peak expression of 77.7 FPKM compared with 3,356.6 FPKM for other genes; P < 10^−10^, t-test using log-scale FPKM values; Supplementary Fig. S2), and did not exhibit any distinct expression pattern across the parasite life cycle (Supplementary Table 3). 

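Over all 14171 genes of the deposited FPKM table, the highest stage mean of a gene averaged 212 FPKM, with a median of 74.8 FPKM. The SD over genes was 1030 FPKM, and the highest stage mean of any gene was 60463 FPKM. Taking the highest single library in place of the highest stage mean gave an average of 268 FPKM. FPKM values were used as the authors deposited them, with 2 libraries per stage, and were not tested. Genes with Wolbachia-like sequence were not analysed here, so these values describe all genes together.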

A majority of the *Wolbachia*-like genes identified in other *Wolbachia*-free species show limited transcription and no detectable protein expression^25^. Thus, findings were consistent with these expectations.

### Phylogenetic conservation of the deduced proteins

To further assess the conservation of proteins among parasitic nematodes of the phylum Nematoda (representing strongylids, trichinellids, and filarioids/spiruroids), their hosts, and outgroups, proteins from 16 species were clustered into orthologous protein families (OPFs; Supplementary Table S3). The “birth” and “death” of OPFs throughout evolution (Fig. 3a) was consistent with previously described patterns^23^,^26^, where OPF births outnumbered deaths in the major lineages such as Nematoda. Divergence is observed for the majority of the terminal lineages, as reflected in a loss of OPFs. *D. viviparus* shows a greater number of OPF deaths than other nematodes, consistent with its reduced geneset. Some 835 OPFs contained genes from *H. contortus, N. americanus*, and *C. elegans* but not *D. viviparus*; these included 916 genes from *N. americanus* that were significantly enriched for GO terms related to steroid hormone-mediated signaling (Supplementary Table S5).

In total, 401 OPFs were specific to *D. viviparus* among clade V nematodes (Fig. 3b), and 121 OPFs (representing 365 proteins) were specific to *D. viviparus* among all 16 species included in this analysis. A further 3,194 *D. viviparus* proteins were classified as singletons (no orthologs or paralogs; not included in OPFs). Of the 3,559 total proteins considered *D. viviparus*-specific in the OPF analysis, 1,281 had no significant hits to proteins in nr. The only significantly enriched InterPro protein domain among the 3,559 *D. viviparus*-specific proteins was the CAP (cysteine-rich secretory proteins, antigen 5, and pathogenesis-related 1 proteins) domain (Supplementary Table S6, IPR014044; *P* = 9 × 10^−6^), the representative domain for SCP/TAPS (sperm-coating protein/Tpx/antigen 5/pathogenesis related-1/Sc7) proteins^27^. CAP domain proteins are involved in nematode-host interactions (described below). Besides the 121 *D. viviparus* specific OPFs, six other OPFs (containing 95 *D. viviparus* genes) were significantly expanded (*P < *10^−10^) in *D. viviparus* compared with the other nematodes studied (Supplementary Table S3), including OG_IF1.51110, which contained 41 chymotrypsin orthologs in *D. viviparus* compared with only six in *N. americanus* and one in each *T. spiralis* and *C. elegans.* Serine peptidases, including chymotrypsin, have been implicated as important factors for facilitating disease in other parasitic nematodes such as *N. americanus*^22^, *Trichuris muris*^28^, and *Ancylostoma ceylanicum*^29^. Two more expanded OPFs included serpentine GPCRs (OG_IF1.53882, 13 genes, *P* = 2 × 10^−10^; OG_IF1.55659, 7 genes, *P* = 0.04), which have been suggested as drug targets due to their key role(s) in nematode chemoreception^22^,^30^. These expanded OPFs warrant further exploration to better understand *D. viviparus* speciation.

### Population genomics of *D. viviparus*

Studying genetic variation is central to understanding the population structures, evolution and epidemiology of parasites. Previous studies have explored genetic variation in *D. viviparus*^31^,^32^,^33^, but were restricted to the mitochondrial genome or polymorphism in selectively amplified regions. Here, we sequenced nine individual adult worms (four males and five females) from the same host in order to estimate genetic diversity within an intra-host population. Sequence data from the previously reported Cameroon strain were also included in our analysis to assess differences between geographically distinct isolates. Mapping reads to our reference genome (Hannover Dv2000) resulted in an average 98% breadth and 58.1x depth of mapped read coverage with 89.1% informative sites (i.e., sites with sufficient mapping depth to facilitate variant calling) across the ten samples. Following variant calling and quality filtering, we identified 3,694,482 high-confidence single nucleotide polymorphisms (SNPs). Overall, the average genetic distance was less among the females as compared with males for the Hannover population (*π*_female_ = 0.0070; *π*_male_ = 0.0084; *π*_total_ = 0.0074), and there was little partitioning of the genetic diversity between the genders (Weir and Cockerham mean *F*_*ST*_ estimate = 0.0006; weighted *F*_*ST*_ estimate = 0.0085), consistent with the nested population structure depicted in the MDS plot (Fig. 4a). A haplotype network analysis of the mitochondrial genome of the ten worms provided a complementary view of the population, suggestive of four distinct maternal haplotypes in the Hannover worms (Fig. 4b).

Tajima’s D and the ratio of nonsynonymous to synonymous polymorphism rates (π_N_/π_S_) were calculated for each gene to identify genes that appear to be under selection (Fig. 4c). Negative Tajima’s D is a potential indication of purifying selection. The 5% of genes with the lowest Tajima’s D value are significantly more likely than other genes to be conserved across all species in the orthology analysis (P = 2 × 10^−6^) (Supplementary Table 3); reduced sequence diversity in the present population seems consistent with conservation throughout the phylogenetic lineage. In contrast, positive Tajima’s D could be indicative of either (1) balancing selection or (2) a partial selective sweep. We used π_N_/π_S_ to help distinguish between these two possibilities, as π_N_ and π_S_ are expected to increase proportionally prior to fixation of a favorable allele. Some 16 genes were found to have high Tajima’s D (top 5%) and positive log(π_N_/π_S_) values, suggestive of balancing selection. The 5% of genes with the highest π_N_/π_S_ (regardless of Tajima’s D) were enriched for being *D. viviparus*-specific in the orthology analysis (P < 10^−10^). Interestingly, these were also enriched for *Wolbachia*-like sequences (P = 0.02) and for genes with secretion signals (P = 0.007).

We explored non-synonymous SNP rates independently in order to assess primary protein sequence diversity in the intra-host population. While this is not necessarily indicative of selection, high levels of protein sequence diversity could have practical implication for drug or diagnostic target selection. Altogether, 5,308 genes were associated with one or more non-synonymous SNPs in the population. The 708 genes with the top 5% highest non-synonymous SNP rates (per amino acid; Supplementary Table S3) among the Hannover samples were significantly more likely than other genes to contain secretion signals (*P* = 6 × 10^−4^) and to be *D. viviparus*-specific in the OPF analysis (*P*  <10^−10^). These genes were also enriched for several InterPro domains, including the CAP domain (IPR014044; *P*  <10^−10^) and three domains related to peptidase activity (IPR001254, IPR009003 and IPR018114), which were similarly supported by multiple GO term enrichments (Supplementary Tables S6 and S7).

### Gene transcription throughout development

Next, we explored gene expression throughout the life cycle of *D. viviparus*. 

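RNA of whole worms was sequenced as paired-end Illumina cDNA in 22 libraries, 2 for each of 11 stages: eggs, L1, L2, L3, L4, mixed-sex L5, female L5, male L5, adult females, adult males and hypobiotic L5. L1, L2 and L3 (6 libraries) are the free-living larvae, and L4 with the active L5 (8 libraries) the parasitic larvae. The paper places L4 at 7, active L5 at 15 and adults at 28 days post-infection, and the sample labels give 35 days for the adults. The labels name a 2000 and a 2010 strain of the Hannover isolate, and in eggs, L2, L3, mixed-sex L5, adult females and hypobiotic L5 the 2 libraries carry different strain labels. For the other stages no source used here says whether the 2 libraries came from separate animals or cultures. P-values therefore measure only the spread between these samples, which holds strain differences in some stages and may be technical in others.

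The authors cleaned the reads, aligned them to the genome assembly with TopHat2 guided by the gene annotation, and counted reads per gene with HTSeq-count. They deposited the raw counts and FPKM values. Totals were 11872498 and 18576907 reads for eggs, 11832512 and 12347260 for L1, 3744289 and 17629859 for L2, and 18930293 and 6724976 for L3. They were 13354021 and 10362600 for L4, 13020953 and 3515065 for mixed-sex L5, 14382451 and 12643057 for female L5, and 12717122 and 15679679 for male L5. Adult females had 21132321 and 7161188 reads, adult males 33038450 and 4329408, and hypobiotic L5 14738104 and 12078966. The median over the 22 libraries was 12680089.5 reads.

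The deposited counts were tested with edgeR's quasi-likelihood test on 13880 genes kept by its expression filter, with TMM normalization and all 11 stages in one fit. Genes with a Benjamini-Hochberg adjusted p under 0.1, the threshold in the paper's methods, were called changed. The paper's own counts come from DESeq2, which was run here as an alternative. Levels are given as CPM, counts scaled by library size after TMM normalization. Standard errors were taken as the size of the log2 fold change divided by the square root of F. The log2 CPM of the 2 libraries of a stage correlated across genes with r from 0.793 (L3) to 0.996 (L1). The chi-square of their counts per degree of freedom ran from 7.07 (L1) to 514 (L4), a check for 1 library deposited under 2 names, which no pair met.

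The rows of both tables carry locus tags, but their coding lengths follow the gene models that the tags name weakly or not at all. The coding length of a row, from the ratio of its counts to its FPKM, had a Spearman rho of -0.0223 with the coding length that Table S3 gives for the same tag (1052 tags from the part of the table used here), and of 0.0884 with the reference gene length of the tag over 14162 rows. Rows are therefore given only by their tag, with no gene name, function or GO term.

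The libraries also fell into sets by the coding length of the genes their reads came from. In 7 libraries the geometric mean coding length per read was 999 to 1177 nt, and in the other 15 it was 1436 to 1944 nt. The 7 are both L1 libraries, both male L5 libraries and 1 library each of L4, female L5 and hypobiotic L5. Each of the 22 libraries had its highest correlation with a library of its own set. The set was added to the model as an alternative after the data were examined. In the fit of all stages, its effect is estimated only from L4, female L5 and hypobiotic L5, which have a library on each side. Where 2 stages lie wholly in different sets, the adjustment is carried over from these. Between L1 and L2 it took the count of changed genes from 2152 to 0.

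**Figure D1:**
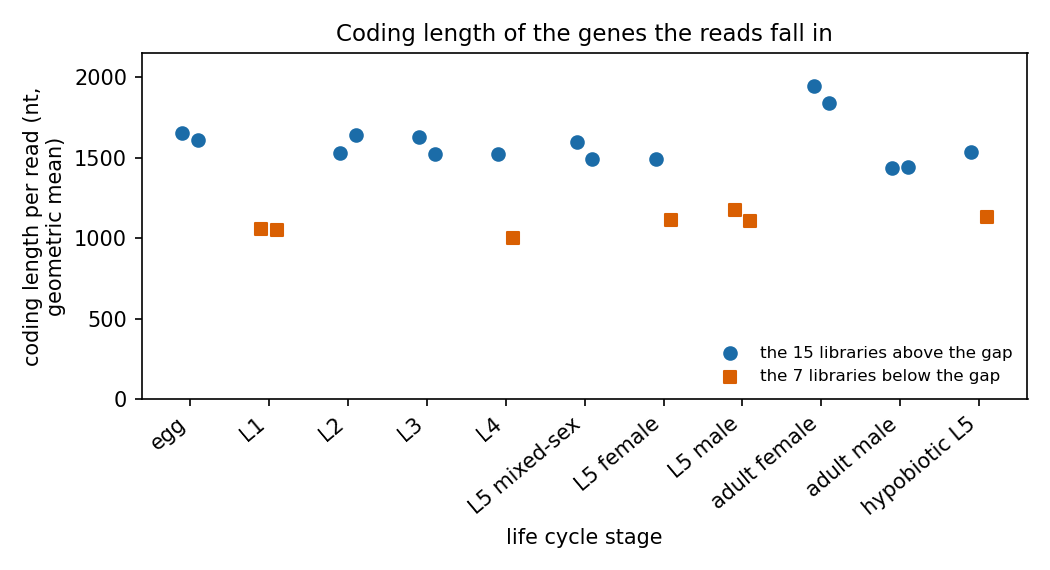
Geometric mean coding length per read (nt) of each of the 22 libraries, by life cycle stage; each point is 1 library. The 7 libraries below the gap lie at 999 to 1177 nt and the 15 above it at 1436 to 1944 nt, and L4, female L5 and hypobiotic L5 have a library on each side.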

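Reads were found in both libraries of all 11 stages for 11196 of 14169 genes (79.0%), and at least 10 reads in both for 8147 genes (57.5%). The paper detects genes by breadth of coverage, another criterion, so a like number does not mean the same genes. Counting a gene as detected from either library of a stage gave 12726 genes. With every library thinned to the 3515065 reads of the smallest, 9754 genes (68.8%) had a read in all of them, so the count depends on depth. Of the 11196 genes, 2071 did not pass the edgeR test for a change over the normal life cycle, and 1274 did not pass the likelihood ratio test of DESeq2. A gene that misses the threshold was not shown to keep the same level, since each stage has only 2 libraries.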

A total of 11,179 genes (79%) were transcribed, to some degree, in every sampled life cycle stage; 1,102 of these are considered constitutively expressed given that they showed no statistically significant variation over the course of the life cycle. Conversely, 12,681 (90%) were differentially expressed across the development of the parasite (Supplementary Fig. S3, Supplementary Table S8). 

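Over the 10 stages of the normal life cycle, 11438 of 13880 genes tested changed (82.4%; 80.7% of the 14169 genes in the table). Adult males had the highest stage mean FPKM for 2261 genes, male L5 for 2142, eggs for 1980, L3 for 1789 and L1 for 1682. Hypobiotic L5 had it for 340 genes, the fewest. For 674 genes with a stage mean of at least 1 FPKM, 80% or more of the summed stage means came from a single stage. Adult males were that stage for 563 of them, male L5 for 29, L1 for 27 and L3 for 27. The count of changed genes comes from edgeR's F-test of all 10 stages at once, on 20 libraries within the fit of 22; the counts of highest stages were not tested. Both L1 and both male L5 libraries lie in the set of shorter coding length. The FPKM of a library summed to 1.07e+06 to 1.26e+06 in that set and to 691190 to 920489 in the other. The scale alone can therefore favour L1 and male L5 as the highest stage.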

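On the first principal component of the 500 most variable genes, free-living larvae lay between -100.2 and -27.4 and parasitic larvae between 14.8 and 65.9. Eggs lay at -28.5 and -54.8 and L1 at -93.4 and -94.7. The eggs fell within the range of the free-living larvae only through L3 B (-27.4), since the next free-living library, L3 A, lay at -58.1. L3 B had its highest correlation with egg A (r = 0.837) and correlated with L3 A at r = 0.793. Adult females lay at 8.92 and 1.36, between free-living and parasitic larvae. Between eggs and L1, 4326 genes changed (1648 with the set of coding length in the model), between L3 and L4 4054 (3598), and between female and male adults 3307 (4577). Stage accounted for 98.3% of the variance on the first component and for 96.5% on the second. Counts are from edgeR contrasts of 2 libraries against 2 within the fit of 22 libraries. The set of shorter coding length accounted for 0.915% of the variance on the first component, 14.3% on the second and 25.6% on the third, and both L1 libraries belong to it while the egg and L2 libraries do not.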

Clustering based on transcription patterns showed that major points of differentiation include the transitions from egg to L1, from free-living to parasitic stages, and between female and male adults (Fig. 5a).

Embryonated eggs are released from adult females; they are coughed up and swallowed, and hatch to L1 as they pass through the gastrointestinal tract (Fig. 1). Genes overexpressed in eggs compared with L1 were more likely to be conserved across the nematode species studied here (*P* = 5 × 10^−8^, according to OrthoMCL analysis) and were enriched for GO terms related to cell adhesion, DNA mismatch repair and signal transduction (Fig. 5b, Supplementary Table S7). 

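In eggs, 2436 genes were higher than in L1, out of 13880 tested, and 1567 of them had a fitted fold change of at least 4. The row listed as DICVIV_11224 had 1693 ± 261 CPM in eggs and 1.12 ± 0.509 CPM in L1 (SD, n = 2 each). Its log2 fold change was 10.55 (standard error 1.73, adjusted p = 0.002629 from edgeR's quasi-likelihood test). DICVIV_09417 had 11.7 ± 10.1 CPM in eggs, from 449 reads, and no reads in either L1 library. Its level was 18.8 CPM in egg A and 4.57 CPM in egg B, so its mean rests mostly on egg A. Both egg libraries belong to the set of longer coding length and both L1 libraries to the other, so set and stage cannot be separated within this comparison. With the set in the model, its effect carried over from L4, female L5 and hypobiotic L5, 1005 genes were higher in eggs, 665 of them among the 2436. The count was 438 without L1 B, 474 without L1 A, 667 without egg A and 1470 without egg B. Conservation across species and GO terms of these genes were not analysed here.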

GO terms related to nucleosome assembly, neuropeptide signaling and protein translation were overrepresented for genes that were overexpressed in L1 (Fig. 5b, Supplementary Table S7). 

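L1 had 1890 genes with higher counts than eggs, and 1411 of them had a fitted fold change of at least 4. DICVIV_10358 had 12348 ± 1443 CPM in L1 and 0.142 ± 0.0458 CPM in eggs (SD, n = 2 each). The log2 fold change of eggs over L1 was -16.29 (standard error 2.53, adjusted p = 0.00222 from edgeR's quasi-likelihood test). Another row, DICVIV_11988, had 8016 ± 507 CPM in L1 and 0.677 ± 0.0286 CPM in eggs, a log2 fold change of -13.51 (standard error 2.54, adjusted p = 0.005059 from edgeR's quasi-likelihood test). With the set of coding length in the model, its effect carried over from other stages, 643 genes were higher in L1, 462 of them among the 1890. The count was 331 without egg A, 595 without L1 A, and between these without egg B or L1 B.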

Interestingly, genes involved in redox regulation appeared to be overexpressed in L1 as compared with eggs, which is opposite of the pattern reported for *H. contortus*^20^. This finding might reflect a biological difference between the two species, as *D. viviparus* eggs hatch in the microaerobic environment of the host intestine, whereas *H. contortus* eggs hatch after they have been expelled from the host into an aerobic environment.

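Between the 6 libraries of free-living larvae and the 8 of parasitic larvae, 3243 genes were higher in free-living and 3039 higher in parasitic larvae. Together they are 50.2% of the 12519 genes tested and 44.3% of the 14169 genes in the table. Of those higher in free-living larvae, 1726 had a fitted fold change of at least 4. In a fit of these 14 libraries alone, edgeR's quasi-likelihood test compared the 2 groups. Among libraries of longer coding length (4 against 4), 2724 genes were higher in free-living and 2446 in parasitic larvae, and among those of shorter coding length (2 against 4) 3392 and 3700. The free-living libraries of the shorter set are both L1, so that fit compares L1, without L2 and L3, with parasitic larvae. With the set in the model, 3143 of the 3243 and 2966 of the 3039 genes were called again in the same direction. Libraries of 1 stage are not independent of each other as samples of a habitat, and with 1 summed value per stage (3 against 4) the counts were 2147 and 1911.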

Our results indicate that more than half of all *D. viviparus* genes were differentially transcribed between free-living and parasitic stages. GO terms related to the regulation of transcription, GPCR and steroid hormone-mediated signaling, and the transport of ions and oxygen are overrepresented among genes overexpressed in free-living larvae relative to other stages (Fig. 5b, Supplementary Table S7). These functions are similar to those enriched in *N. americanus* L3s compared with the adult stage^22^. 

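Against all other stages of the normal life cycle, eggs and adults included, 2705 genes were higher in free-living larvae and 3075 lower. Among genes of at least 10 CPM in free-living larvae, the largest fold change against parasitic larvae was that of DICVIV_12788, with 2642 ± 2179 CPM in free-living (SD, n = 6) and 0.671 ± 0.998 CPM in parasitic larvae (SD, n = 8). Its log2 fold change was 11.93 (standard error 1.45, adjusted p = 3.239e-05 from edgeR's quasi-likelihood test). Scaled with all 22 libraries, it stood at 1492 CPM or more in 5 of the 6 free-living libraries and at 3.28 CPM in L3 B, close to the highest parasitic level (3.12 CPM, L5 female A). DICVIV_07397 had 2249 ± 2499 CPM in free-living and 1.07 ± 0.931 CPM in parasitic larvae, a log2 fold change of 11.03 (standard error 1.31, adjusted p = 3.114e-05 from edgeR's quasi-likelihood test). Its level was 6.65 CPM in L3 B and 435 CPM or more in the other free-living libraries. GO terms were not analysed here.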

Homeobox InterPro domains (Supplementary Table S6), typically associated with proteins involved in morphogenesis, and genes with *Wolbachia-*like sequences (*P* = 0.03) were also overrepresented in this subset of genes. Upon infection, *D. viviparus* larvae are exposed to the host immune system and begin to feed for the first time within the host. Thus, GO terms related to protein translation, redox homeostasis and energy metabolism (specifically the TCA cycle and ATP synthesis) were overrepresented among genes overexpressed in parasitic larvae (Fig. 5b, Supplementary Table S7).

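Among the genes higher in parasitic larvae, 1404 had a fitted fold change of at least 4. DICVIV_10115 had 278 ± 477 CPM in parasitic larvae (SD, n = 8) and 0.519 ± 0.632 CPM in free-living larvae (SD, n = 6). The means differ 535-fold (standard error of the log2 fold change 1.87, adjusted p = 0.001433 from edgeR's quasi-likelihood test). Scaled with all 22 libraries, it stood at 1265 and 811 CPM in male L5 but at 1.74 CPM in L4 A, below the 1.77 CPM of L3 A. GO terms were not set against these rows, whose coding lengths follow the gene models of their tags weakly or not at all. The paper reasons from the larvae's first feeding within the host, and their exposure to its immune system, to the terms it finds among genes overexpressed in parasitic larvae.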

We assessed sexual differentiation between immature and mature adults. Overall, clustering indicated that the transcription pattern in mature males was quite distinct from that of females and larvae (Fig. 5a), as is the case for *H. contortus*^20^. 

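Adult males lay at 101 and 95.0 on the second principal component, and no other library lay above 28.6 (egg A). Between adult males and each other stage, 3307 (adult females) to 8186 (L1) genes changed. With the set of coding length in the model, the counts ran from 2820 (male L5, 5373 without the set) to 8638 (L2), and against mixed-sex L5 the count was 5091 (3635 without the set). Male L5 and adult males lie wholly in different sets, so for them the adjustment is carried over from other stages. Of adult males and adult females, 1844 genes were higher in males. DICVIV_12442 had 1628 ± 157 CPM in adult males (SD, n = 2), from 41950 reads, and no reads in either adult female library. DICVIV_00432 had 264 ± 109 CPM in adult males, from 8536 reads, and no reads in adult females. Their adjusted p-values from edgeR's quasi-likelihood test were 1.221e-05 and 0.0003309.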

Despite obvious morphological differences between L5 males and females^34^, fewer genes were differentially transcribed between the sexes at this time point compared with mature adults (Fig. 5b; Supplementary Table S8). 

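At L5, 225 genes were higher in males and 199 in females, while in adults 1463 genes were higher in females. The difference itself was tested: for 938 of 13880 genes the male-to-female fold change differed between adults and L5 (edgeR's interaction contrast). For 882 of these the fold change was larger in size in adults and for 56 at L5. It was shifted towards males in adults for 721 and towards females for 217. Of the genes higher in L5 males, 175 were also higher in adult males (29.9 would be shared by independent lists), and of those higher in L5 females 132 were also higher in adult females (21.0 for independent lists). Opposite directions were called for 12 genes. Across genes, which are not independent replicates, the log2 fold changes correlated with r = 0.522, with an SD of 2.75 in adults and 1.53 at L5. With DESeq2 the L5 counts were 366 and 638. In a fit of the 4 libraries alone, edgeR called 0 genes in either direction at L5 (666 and 1100 at an unadjusted p under 0.05 in the fit of 22), and in adults 1885 higher in males and 1206 in females. The 2 female L5 libraries lie in different sets of coding length, and in the fit without L5 female C 551 genes were higher in females, against 65 without L5 female A, 7 without L5 male C and 9 without L5 male E. Higher in males were 54 genes without L5 female A, 73 without L5 male C and 60 without L5 male E. The interaction held for 478 genes without L5 male C, 482 without L5 male E, 606 without adult female A, and between 606 and 643 (without L5 female A) without adult male A.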

GO terms related to protein phosphorylation, neurotransmitter activity and proteolysis were enriched in genes overexpressed in male L5 as compared with female L5 (Fig. 5b, Supplementary Table S7), as is the major sperm protein InterPro domain (Supplementary Table S6), consistent with other parasitic nematodes^20^. 

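Higher in male than in female L5, DICVIV_06532 had 629.6 ± 7.23 CPM in males and 0.415 ± 0.474 CPM in females (SD, n = 2 each). Its log2 fold change was 10.58 (standard error 1.81, adjusted p = 0.01072 from edgeR's quasi-likelihood test). DICVIV_10760 had 15.4 ± 3.50 CPM in males, from 453 reads, and no reads in either female library (adjusted p = 0.006513 from edgeR's quasi-likelihood test). Of the 225 genes, 220 had a fitted fold change of at least 4. In a fit of these 4 libraries alone the adjusted p of both rows was 0.1145, the highest of their 12 alternatives. GO terms and protein domains were not analysed here.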

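Of the 199 genes higher in female than in male L5, 188 had a fitted fold change of at least 4. DICVIV_13800 had 175 ± 138 CPM in females and 1.16 ± 0.247 CPM in males (SD, n = 2 each). The log2 fold change of males over females was -7.23 (standard error 1.17, adjusted p = 0.007921 from edgeR's quasi-likelihood test). The adjusted p was 0.1187 in a fit of the 4 libraries alone, the highest of 12 alternatives, of which 10 kept it past the threshold. Female L5 libraries A and C had their highest correlations with libraries of other stages (mixed-sex L5 A, r = 0.945, and hypobiotic L5 B, r = 0.954) and correlated with each other at r = 0.890.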

GO terms related to regulation of transcription, sulfate transport, and chitin metabolism were enriched in genes overexpressed in female L5 as compared with male L5 (Fig. 5b, Supplementary Table S7). These genes may have an important role in oogenesis, given that chitin is a vital component of the nematode eggshell and that chitin metabolism genes are highly transcribed in the ovary of *Ascaris suum* compared with other tissues^35^. In contrast, GO terms related to transcriptional regulation, cell-cell adhesion, and signaling were enriched among genes overexpressed in mature females compared with mature males (Fig. 5b, Supplementary Table S7), so it is likely that these processes are related to reproduction and embryogenesis in mature females.

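Among genes higher in adult females than in adult males, 1138 had a fitted fold change of at least 4. DICVIV_01465 had 126 ± 138 CPM in adult females (SD, n = 2), from 3977 reads, and no reads in either adult male library (adjusted p = 0.001021 from edgeR's quasi-likelihood test). Its mean rests mostly on adult female A (223 CPM, against 28.6 CPM in B), and without A the log2 fold change of males over females went from -13.64 to -11.53. A single row, DICVIV_07320, chosen after its values were seen, took 16.7% and 12.9% of all reads of the adult female libraries. Its coding length is 4086 nt, and it also took the most reads of any row in egg A (1.67%). Without adult male A, 711 genes were higher in adult females, and without adult female A 960.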

We specifically explored transcription in hypobiotic L5 (L5hyp) in an attempt to infer the molecular mechanism(s) responsible for maintenance of the parasite’s developmental arrest within the host animal, a process critical to the year-to-year survival of *D. viviparus* in temperate regions. Although L5hyp have undergone the final molt, they are smaller than active L5 and have an underdeveloped genital primordium^16^. 

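Hypobiotic L5 and L4 libraries differed by a root mean square of 1.34 ± 0.397 log2 CPM (SD over 4 pairs of libraries), and hypobiotic L5 and mixed-sex L5 by 1.28 ± 0.311 (4 pairs). The difference between these distances was 0.0575, smaller than the spread between pairs of libraries. Among libraries of longer coding length, hypobiotic L5 A lay 1.09 from L4 A, 1.16 from L5 female A and 1.02 on average from the 2 mixed-sex L5 libraries. Among those of shorter coding length, hypobiotic L5 B lay 0.938 from L4 B and 1.13 on average from the 3 female and male L5 libraries. On the first principal component hypobiotic L5 lay at 28.4 and 37.2, L4 at 14.8 and 22.7 and mixed-sex L5 at 51.3 and 49.7.

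The log2 fold changes of hypobiotic L5 and of L4, both against mixed-sex L5, correlated across genes with r = 0.793. Since both use the same control libraries, unchanged groups simulated against them gave r = 0.523 on average (0.510 to 0.544 in 20 simulations). The covariance was 1.17, against 0.336 in the simulations, a difference of 0.839. Part of the excess may come from the shared control libraries, and part from the sets of coding length, which the simulations leave out: L4 and hypobiotic L5 each have a library on either side (differences between A and B correlated with r = 0.824), and both mixed-sex L5 libraries lie on one. With mixed-sex L5 as the control for one and the mean of male and female L5 for the other, r was 0.374 and 0.213. These controls lie mostly on different sides of the gap in coding length, which can itself lower r. The drop therefore does not show the effect of the shared control alone. Within the longer and the shorter set, with shared controls, r was 0.636 and 0.742. Simulated unchanged groups, a check chosen after seeing the values, gave 0.359 and 0.245 there. The fold changes had an SD of 1.00 for hypobiotic L5 and 1.48 for L4.

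Against mixed-sex L5, 1554 genes changed in L4, 815 of them higher in L4. For hypobiotic L5, 2 genes changed by edgeR's quasi-likelihood test, 1330 had an unadjusted p under 0.05, and DESeq2 called 358. With strain in the model, since mixed-sex and hypobiotic L5 each hold both strains, edgeR called 0 for hypobiotic L5 (DESeq2 was not run with strain) and 2704 for L4. For hypobiotic L5, edgeR called 319 against the mean of male and female L5 and 27 with the set of coding length in the model. DICVIV_04660 was higher in hypobiotic L5 (305.5 ± 166 against 27.5 ± 4.35 CPM, SD, n = 2 each; log2 fold change 3.48, standard error 0.54, adjusted p = 0.09467 from edgeR's quasi-likelihood test). DICVIV_12683, chosen after its values were seen, was lower (0.0757 ± 0.0123 against 3.03 ± 1.65 CPM, same n, adjusted p = 0.09467 from edgeR's quasi-likelihood test). This lower call was not made again with the set of coding length in the model. DICVIV_04660 passed the threshold in 7 of 15 alternatives, and with strain in the model its adjusted p was 0.1203 (edgeR's quasi-likelihood test). Its log2 fold change was 2.78 to 3.94 over the alternatives. DICVIV_04660 also stood at 305 and 500 CPM in L4, against 189 and 423 CPM in hypobiotic L5. In L1, L2 and L3 it stood at 396 CPM or more, so its level was not particular to hypobiotic L5. The count for hypobiotic L5 was 17 without hypobiotic L5 A and 0 without any other single library. The count for L4 was 116 without mixed-sex L5 A, 384 without mixed-sex L5 B, 351 without L4 B and 2700 without L4 A.

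**Figure D2:**
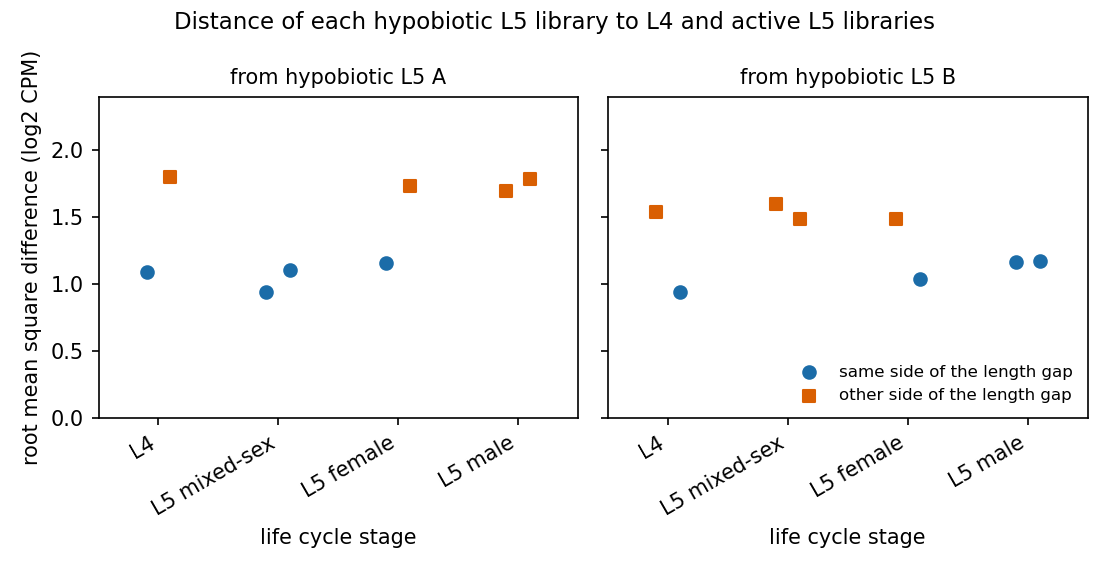
Root mean square difference in log2 CPM (13880 genes) from each hypobiotic L5 library to each L4 and active L5 library, by life cycle stage; each point is 1 pair of libraries. Distances on the same side of the gap in coding length lie at 0.938 to 1.18 and all distances to the other side at 1.49 or more.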

Interestingly, the transcriptome profile of L5hyp was more similar to L4 than active L5 (Fig. 5a), and comparisons of L5hyp with active L5 were very similar to comparisons between L4 and active L5. 

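Between hypobiotic L5 and L4, 7 genes were higher in hypobiotic L5 and 0 higher in L4 by edgeR's quasi-likelihood test. At an unadjusted p under 0.05, 641 were higher in hypobiotic L5 and 410 in L4, and DESeq2 called 147 and 100. DICVIV_07349 had 344 ± 146 CPM in hypobiotic L5 and 6.46 ± 0.0722 CPM in L4 (SD, n = 2 each), a log2 fold change of 5.73 (standard error 0.97, adjusted p = 0.09035 from edgeR's quasi-likelihood test). DICVIV_11837 had 57.8 ± 39.1 CPM in hypobiotic L5 and 1.00 ± 0.50 CPM in L4, a log2 fold change of 5.81 (standard error 1.05, adjusted p = 0.09338 from edgeR's quasi-likelihood test). Levels above those of L4 were not particular to hypobiotic L5 for either row. DICVIV_07349 stood at 4560 and 3448 CPM in female, 985 and 818 CPM in mixed-sex and 62.7 and 100 CPM in male L5. DICVIV_11837 stood at 978 and 1326 CPM in female, 95.3 and 44.4 CPM in mixed-sex and 35.7 and 18.4 CPM in male L5. Across the 7 genes the median log2 fold change was 5.18. Each stage has a library in each set of coding length, and with the set in the model 95 genes were higher in hypobiotic L5, the 7 among them, and 22 in L4. With strain in the model the counts were 29 and 12. With RLE size factors in place of TMM, or without L4 A, L4 B or hypobiotic L5 A, neither direction had a call. The rows passed the threshold in 8 (DICVIV_07349) and 7 (DICVIV_11837) of 15 alternatives, with adjusted p-values from edgeR's quasi-likelihood test of up to 0.9999. Their log2 fold changes were 5.22 to 6.07 and 4.47 to 6.98 over these.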

A total of 217 genes were significantly overexpressed in L5hyp compared with L4 (Supplementary Table S8), and these were enriched for GO terms associated with proteolysis, response to heat, and lipid transport (Supplementary Table S7). A previous study suggested that an upregulation of transcription factors might aid in the initiation and maintenance of the hypobiotic state^16^. We identified 11 TFs among the 417 genes, which are differentially transcribed between L4 and L5hyp, although they are not significantly over-represented.

### Nematode-host interactions

Secreted and excreted proteins play a vital role in host-parasite interaction and disease. A total of 1,171 *D. viviparus* proteins contained predicted secretion signals and no transmembrane domains (Supplementary Table S3), suggesting that they may be released from the cell. This subset of proteins was significantly enriched for protease and CAP domains (Supplementary Table S6). Interestingly, the same molecular groups were shown to be overrepresented among genes with the highest non-symonymous SNP rates in our variome analysis. Increased levels of sequence variation in proteases and CAP domain proteins may help facilitate rapid adaptation to a changing host environment.

In total, 478 proteases, representing five key subclasses (175 metallo, 169 serine, 101 cysteine, 20 threonine and 13 aspartic peptidases), were found in the *D. viviparus* genome (Supplementary Table S3); 18.8% of these were predicted to be secreted. The chymotrypsin-like InterPro domain was the most significantly enriched among the putative secreted proteins (IPR001314; *P* = 4 × 10^−11^, Supplementary Table S6). Some 19% of all predicted serine proteases were considered *D. viviparus*-specific with respect to the 16 species considered in our OPF analysis, and a further 35 predicted serine proteases belonged to a chymotrypsin OPF that was significantly expanded in *D. viviparus. T. muris* serine proteases have been implicated in the degradation of intestinal mucus, but they are incapable of degrading Muc5ac, the predominant mucin of the lung^28^. Nematodes are known to induce Muc5ac expression in the host intestine, which confers a degree of protection due to structural differences in the mucus layer and direct effects on parasite viability^36^. It would be interesting to test the activity of *D. viviparus* serine proteases in a similar manner, as an ability to degrade Muc5ac may contribute to the survival of *D. viviparus* in the lung environment.

SCP/TAPS proteins (containing CAP domains) were significantly enriched among the proteins classified as *D. viviparus* specific in our OPF analysis. Some 65 *D. viviparus* proteins were predicted to contain one or more CAP domains, and 17 of these contained predicted secretion signals. SCP/TAPS proteins were abundantly represented in previous studies of *D. viviparus* and other strongylids^17^,^21^,^22^. These proteins often have extracellular endocrine or paracrine functions^37^. The crystal structure of *Na-*ASP-2, a CAP-domain protein from *N. americanus*, showed some similarity to mammalian chemokines, leading to speculation that it might serve as an agonist or ligand for mammalian chemokine receptors^38^.

### Putative drug targets

An attempt to identify putative drug targets considered Food and Drug Administration (FDA)-approved drugs with known modes of action. Most current drugs target a small number of molecular groups, including rhodopsin-like G-protein coupled receptors (GPCRs), ligand-gated ion channels (LGICs), and voltage-gated ion channels (VGICs)^30^. Rhodopsin-like GPCRs are involved in transducing extracellular signals (e.g., light, hormones and neurotransmitters) via interaction with guanine nucleotide binding proteins (G proteins). Some 147 *D. viviparus* genes were annotated as rhodopsin-like GPCRs based on Interpro domain annotations (IPR000276 and IPR017452, Supplementary Table S3). Previous studies have identified 102 LGIC and 177 VGIC genes in the *C. elegans* genome^39^. A total of 54 and 75 *D. viviparus* genes were in OPFs with *C. elegans* LGICs and VGIC’s, respectively (Supplementary Table S3). *C. elegans* encodes six glutamate gated chloride channel subunits (*glc1–4*, and *avr14–15*), some of which serve as targets for the anthelmintic ivermectin^40^. Ivermectin-sensitive *D. viviparus* is missing a *C. elegans*-specific *glc1* gene (the canonical ivermectin target) homolog, but putative orthologs were identified for *avr14–15* and *glc2–4* (Supplementary Table S9).

Protein kinases represent a major component of eukaryotic genomes and are involved in regulating a wide array of cellular activities. Kinase inhibitors have been used to treat human diseases^41^, and studies have suggested that it may be possible to re-purpose some of these drugs as anthelmintics^42^. A total of 299 kinases were identified in the *D. viviparus* genome (Supplementary Table S3), including at least one representative from each of the major kinase classes used in the search. CK1 kinases were the only class that was significantly more likely than other genes to be nematode-specific (*P* = 3 × 10^−4^).

Metabolic potential is a critical determinant governing development, growth and pathogenicity, such that metabolic enzymes might be attractive drug targets (e.g.^43^). To that end, the metabolic potential of *D. viviparus* was determined and compared with *N. americanus, C. elegans*, and the host species of the parasitic worms (*B. taurus* and *H. sapiens*). KEGG module and pathway analyses indicated that 32 modules representing 22 pathways were complete in *D. viviparus* (i.e. given the module substrates, the organism has the requisite enzymes to obtain the final products). Comparison of the modules present in the three nematodes and two mammals showed that the shared metabolic processes were consistent with their taxonomic position (Fig. 6a). The same metabolic pathway modules were determined to be complete in *D. viviparus* and the cow genome; however, completion of a metabolic module in two species does not imply that they are identical. We found three instances where *D. viviparus* and *B. taurus* employed non-orthologous enzymes to carry out the same function: modules M00003, M00048 and M00120. Figure 6b shows the module M00003 (gluconeogenesis, oxaloacetate = >fructose-6 P), which was inferred to be complete in both species, but the phosphoglycerate mutase enzyme in the parasite (K15633, conserved in nematodes and other invertebrates) is not orthologous to the host enzyme (K01837/K01834, conserved in mammals). Subtle differences such as these may provide opportunities to disrupt parasite metabolism without affecting host molecules.

Furthermore, we explored metabolic chokepoint reactions, defined as reactions that produce a unique product or consume a unique substrate. The enzymes catalyzing these reactions cannot be by-passed, such that their inhibition would halt the wider metabolic network in which they participate. Chokepoint analyses have been used to predict drug targets in several pathogenic organisms, including nematodes^22^,^43^. In total, 751 *D. viviparus* enzymes were classified as chokepoints; 308 of them had significant matches in the RSCB Protein DataBank and DrugBank; 146 of the 308 (47%) were highly transcribed in parasitic relative to free-living stages (enrichment *P* < 1 × 10^−10^), and two of them were conserved and specific for nematodes (Supplementary Table S3). One of these was DICVIV_13071, which encodes a protein with a carboxylesterase domain (type B; IPR002018). Human carboxyesterases have been implicated in xenobiotic degradation^44^, but nematode carboxyesterases have not been thoroughly characterized. The other druggable chokepoint, DICVIV_01858, encodes a homolog of *C. elegans* ACE*-3* and has a signal petide. Nematode acetylcholinesterases (including the ACE-1 homolog of *D. viviparus*^45^) may be important for parasitism due to their modulatory role on the proliferation of host epithelial cells^46^. DICVIV_01858 was only associated with 1 non-synonymous SNP in our variome analysis, reflecting a level of conservation that may indicate biological importance.

### Potential for functional genomic studies

RNAi mediated gene knockdown is an important tool for assessing gene function in some nematodes. Various RNAi protocols have been implemented in *C. elegans*, but the application of similar protocols has been met with mixed success in parasitic worms^47^. Inconsistent RNAi knockdown results may be due to differences in the RNAi effector complement present in a given species. Therefore, we matched *C. elegans* RNAi effector proteins to their orthologs in *D. viviparus* (Supplementary Table S3). Nearly half of the RNAi effector proteins appeared to be absent from *D. viviparus*; however, presence and absence is not evenly distributed over the effector classes we investigated. For instance, we identified putative orthologs of three RISC proteins and a complement of argonautes and nuclear effectors, but short interfering RNA (siRNA) amplification and spreading proteins were poorly represented. This might indicate that gene silencing is possible in *D. viviparus* if siRNAs are effectively delivered to the appropriate target tissues, but that the siRNA signals are unlikely to spread systemically as they do in *C. elegans*. Furthermore, all of the identified RNAi effector orthologs are transcribed in the stages most relevant to *in vitro* experimentation: exsheathed L3s, adult males, and adult females. Future studies will be required to assess the feasibility of RNAi in *D. viviparus*; however, the knowledge obtained here will be useful for guiding functional genomic studies.

## Conclusions

The draft genome, variome, and developmental transcriptome of *D. viviparus* provide important insights into the biology of an economically important lungworm of cattle. With its smaller genome size and gene count, the bovine lungworm clearly differs from related parasites of the gastrointestinal tract. This is the first report on genome-wide variation for any parasitic nematode, marking the onset of genetic variation mapping for *D. viviparus*. This study builds on existing knowledge of genome-wide variation in free-living nematodes such as *C. elegans*^48^ and limited, marker-based surveys of polymorphism in *D. viviparus*^31^,^32^,^33^ and other parasites, and will serve as a basis for assessing variation levels in future inter-population comparisons. In this study, we have also outlined the transcriptional changes that take place throughout the life cycle of the lungworm, with emphasis on major transitional points: hatching, host infection, sexual differentiation, and hypobiosis. We highlighted proteins that are likely to play important roles in host-parasite interactions, molecules that may be investigated as drug targets, and putative RNAi effector proteins. This work provides a solid foundation for evolutionary studies with related nematode parasites and, importantly, translational research focused on improved methods for the diagnosis, prevention, treatment, and control of dictycaulosis in cattle.

## Materials and Methods

### Ethics statement

Animal experiment protocols were approved by the ethics commission of the Lower Saxony State Office for Consumer Protection and Food Safety under reference numbers AZ 33.9–42502–06/1160 and AZ 33.9–42502–04–09/1790. All experiments were performed in accordance with relevant guidelines and regulations.

### Parasite material and nucleic acid isolation

*D. viviparus* were collected from parasite-naïve, experimentally infected Holstein-Friesian calves (*Bos taurus*) as previously described^16^. L1 were isolated from fresh, rectal faeces using the Baermann method. Isolated L1 were incubated in tap water for one and six days to develop into L2 and L3, respectively. L3 were chilled to induce hypobiosis and introduced to calves via oral infection; calves were sacrificed and mixed-sex hypobiotic L5 (<5 mm in length) were collected from the lungs 35 days post-infection^16^. Calves infected with un-chilled L3 were sacrificed at seven, 15, and 28 days post-infection for collection of L4, L5, and adults via lung perfusion. L5 and mature males and females were separated based on morphological characteristics^34^. Embryonated eggs were extracted from patent females. Precautions were taken to prevent exposure of experimental hosts to other parasite species and all specimens were morphologically to the species level. DNA and RNA isolations are described in Supplementary Methods.

### RNA-seq

Titanium fragment libraries representing *D. viviparus* eggs, mixed L1/L2, L3, mixed-sex L5, adult males, and adult females were generated and sequenced on a Genome Sequencer Titanium FLX (Roche Diagnostics, Indianapolis, IN, USA) as previously described^15^. Additionally, duplicate paired-end cDNA libraries representing *D. viviparus* eggs, L1, L2, L3, L4, mixed-sex L5, male L5, female L5, hypobiotic L5, adult males, and adult females were generated using the Illumina platform as previously described^35^. Reads were deposited in the GenBank Sequence Read Archive (SRA) under BioProject ID PRJNA72587 and in the Gene Expression Omnibus (GEO^49^,^50^) under GEO Series accession number GSE73863 (Supplementary Table S10). RNA-seq read cleaning, mapping, and transcript assembly are described in Supplementary Methods.

### Genome sequencing, assembly, and annotation

Whole genome shotgun fragment and paired-end libraries (3 kb and 8 kb insert) were constructed according to standard methods and sequenced on the Roche/454 platform^51^. While paired-end libraries were constructed from pooled males due to the amount of DNA required, the fragment library was constructed from a single adult male in order to limit genetic diversity in the contig assembly. Relevant linker and adapter sequences were trimmed, and cleaned reads were assembled with Newbler^51^. An in-house assembly improvement tool, Pygap, was used to join and extent contigs. The quality of the assembly was assessed using the CEGMA method^52^; 245 of 248 low copy CEGs were identified, and only 13% of these were present in more than one copy (as compared to 11% in the *C. elegans* genome), an indication that our assembly is (1) nearly complete and (2) that it does not contain an abundance of un-collapsed alleles. The whole-genome sequence of *D. viviparus* has been deposited in DDBJ/EMBL/GenBank under the project accession AZAF00000000 (http://www.ncbi.nlm.nih.gov/nuccore/744889955).

Repeat library generation, repeat characterization, repeat masking, and prediction of rRNAs, tRNAs, and non-coding RNAs are described in detail in the Supplementary Methods. Protein coding genes were predicted using a combination of various *ab initio* programs and the MAKER annotation pipeline^53^ which employs assembled mRNAs (i.e, Illumina cDNA assembled with Cufflinks and Roche/454 cDNA assembled with Newbler), EST (GenBank EST database), and protein evidence from the same and related species to aid in gene structure determination. A consensus gene set based on these predictions was generated using a hierarchical approach developed at The McDonnell Genome Institute^22^, and gene product naming was determined by BER (http://ber.sourceforge.net). The functional annotation (and enrichment) of protein coding genes, including comparisons to the GenBank non-redundant protein database (downloaded April 15, 2014), predicted secretion and transmembrane domains, putative proteases and inhibitors, KEGG orthologs^54^, InterPro domains and GO terms^37^, RNAi effectors^47^, kinases, drug targets, and chokepoints. Gene prediction and annotation are described in greater detail in Supplementary Methods.

### Orthology and Orthologous Protein Family Predictions

InParanoid (version 4.1^55^) was used to perform a direct comparison between *D. viviparus* and *C. elegans* proteins using the longest isoform of each *C. elegans* gene from WormBase build WS230. OrthoMCL^56^ was used to perform a broader comparison with 16 species including *D. viviparus* and the following: *Saccharomyces cerevisciae, Drosophila melanogaster, Homo sapiens, Bos taurus, Ovis aries, Sus scrofa*; *Caenorhabditis elegans, Brugia malayi, Trichonella spiralis, Ascaris suum, Haemonchus contortus, Necator americanus, Loa loa, Trichuris trichiura,* and *Trichuris suis* (see Supplementary Methods for versions). The birth and death of orthologous protein families (OPFs) among these species was predicted using Dollop (http://evolution.genetics.washington.edu/phylip/doc/dollop.html) as previously described^26^. Further analyses, including statistical enrichment, are described in Supplementary Methods.

### Identification of Operons

The known spliced leader sequences from clade V nematodes (3 SL1 and 36 SL2 sequences^57^) were used to find related trans-spliced genes in *D. viviparus* as previously described^22^ (see Supplementary Methods). Reciprocal best BLAST hits (using WU-BLAST with cutoff of 30% identity and 35 bits) between *D. viviparus* genes and 3,677 *C. elegans* operon genes (WS230^58^) were used to infer *D. viviparus* operons as previously described^22^. Operons with at least two *D. viviparus* homologs that are adjacent to each other or are separated by one neighbor were counted. For every pair of genes in every inferred operon in *D. viviparus*, Pearson’s correlation coefficient was calculated for FPKM values determined from our RNAseq data. This was compared to a “background” set of non-operon neighboring gene pairs. 5,000 pairs of genes belonging to same operon were selected at random (with replacement) and compared to 5,000 randomly selected neighboring gene pairs from the set of non-operon genes. This was also tested with 10 randomly selected instances of the background set for each operon with even more significantly different distributions.

### Genomic variation analysis

Genomic DNA was isolated from four male worms and five female worms of the DvHannover 2010 strain obtained from a single host, and paired end libraries were generated and sequenced on the Illumina HiSeq 2500 platform. Raw reads were deposited in the SRA under BioProject ID PRJNA72587 (Supplementary Table S11). Data available from the SRA representing a strain from Cameroon were also included in our analysis (SRA accession ERX364141)^24^. Reads were trimmed of relevant barcodes and adapters and aligned to the DvHannover2000 reference genome using BWA-MEM (version bwa0.7.5a, default parameters^59^) then realigned around indels using the Genome Analysis Toolkit (GATK, v.3.3.0^60^). Variants were called using GATK’s HaplotypeCaller and annotated using SnpEff (v. 3.5^61^). *F*-statistics and nucleotide diversity were computed using VCFtools (v0.1.12b)^62^. The identification of X-linked contigs (Supplementary Fig. S4), contamination filtering in HaplotypeCaller (Supplementary Fig. S5), mitochondrial SNP identification, and the production of the minimum spanning network (Fig. 4b) are all described in detail in Supplementary Methods.

To calculate nucleotide diversity separately for the nonsynonymous and synonymous sites (π_N_ and π_S_) within each gene, nonsynonymous or synonymous average pairwise differences were divided by the number of nonsynonymous or synonymous sites, respectively (see Supplementary Methods). The number of nonsynonymous or synonymous sites was determined using KaKs_Calculator 2.0^63^. Tajima’s D test^64^ was performed using VCFtools (v0.1.12b)^62^ for 5-kb sliding windows along the length of each contig. The gene-wise Tajima’s D statistic was calculated by averaging the D statistic values of all windows overlapping the gene footprint (including both exonic and intronic regions).

### Gene expression, alternative splicing and differential expression analyses

Pre-processed, paired-end, Illumina RNAseq reads were mapped onto the *D. viviparus* genome assembly with TopHat2^65^. Refcov (http://gmt.genome.wustl.edu/packages/refcov/) was used to assess the genes’ breadth of coverage based on all available RNAseq datasets; genes with ≥50% coverage by RNAseq reads were considered expressed. The number of reads associated with each feature was determined using HTSeq-Count^66^. Raw mapped read counts and fragments per kilobase per million reads mapped (FPKM) values are available through GEO^49^,^50^ (Series accession GSE73863). Differentially expressed genes were predicted using DESeq2 (version 1.4.5^67^) with an adjusted p-value cutoff of 0.1 according to established protocols^68^. Statistical enrichments are described in Supplementary Methods. RNA-Seq profiles have been deposited in Nematode.net and a browse-able genome is also available at Nematode.net and WormBase.

## Additional Information

**How to cite this article**: McNulty, S. N. *et al. Dictyocaulus viviparus* genome, variome and transcriptome elucidate lungworm biology and support future intervention. *Sci. Rep.* **6**, 20316; doi: 10.1038/srep20316 (2016).

## Supplementary Material

Supplementary Information

Supplementary Information

## Figures and Tables

**Figure 1:**
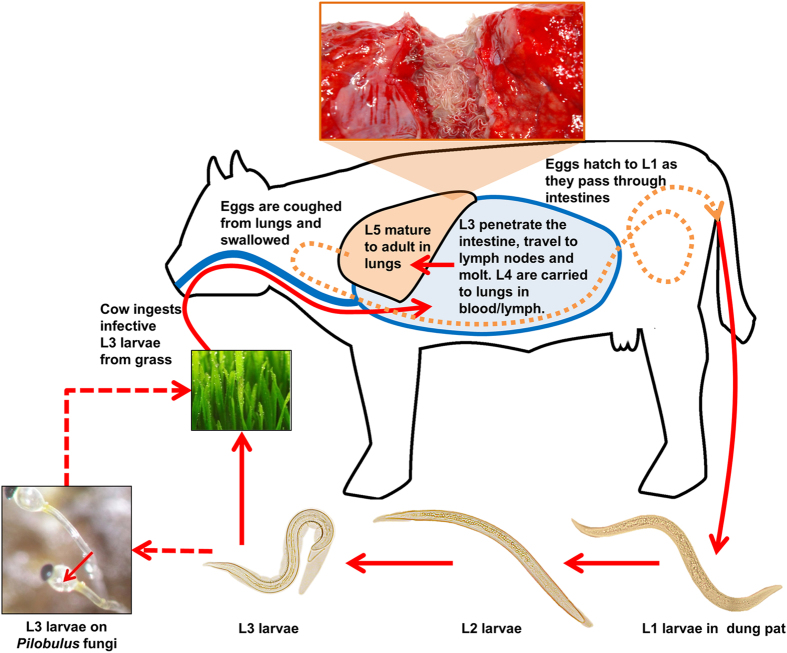
The life cycle of *Dictyocaulus viviparus.* Adult male and female worms reside in the lung. Eggs are coughed up and swallowed and hatch as they pass through the intestinal tract. Larval worms on the pasture undergo two molts to reach the infectious L3 stage, which retains its L1 and L2 cuticle as a protective sheath. L3 are ingested by grazing cattle, and parasites molt twice before reaching the lung. Further growth and development are required to become mature, reproductive adults. Photos are courtesy of Christina Strube, and the cow schematic was drawn by Bruce Rosa.

**Figure 2:**
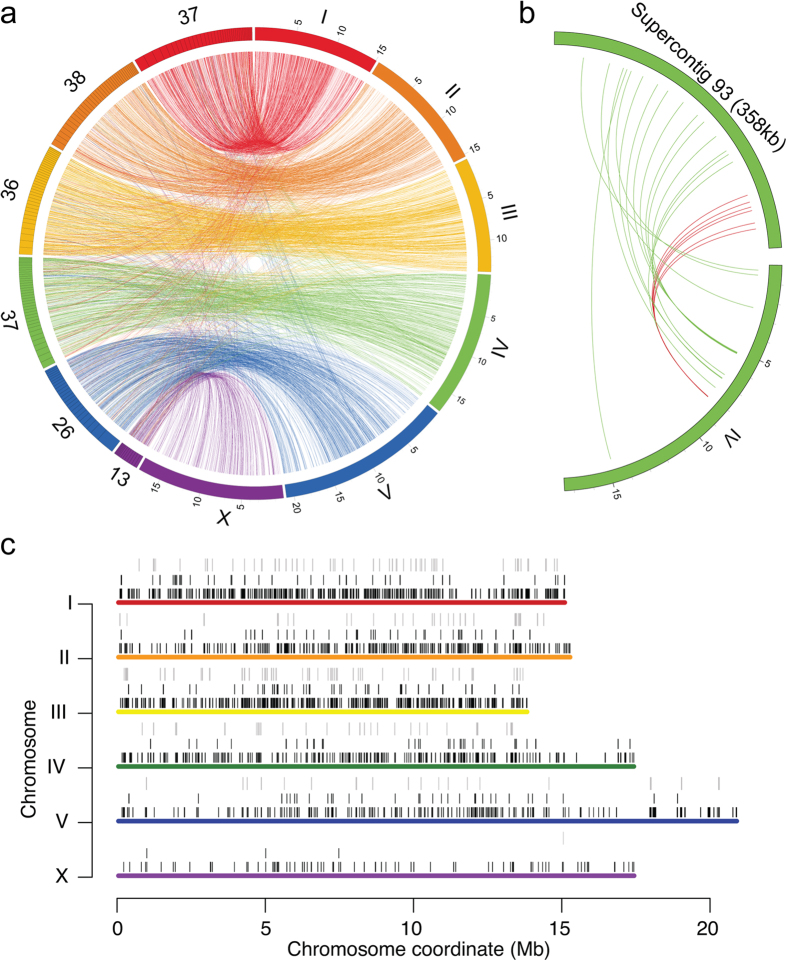
Organization of the *D. viviparus* genome compared with *C. elegans.* (**a**) A total of 187 *D. viviparus* supercontigs encode ten or more genes with orthologs in *C. elegans*. Supercontigs are colored according to their correspondence to a given *C. elegans* chromosome and ordered according to length. Lines connect *D. viviparus* genes with their orthologs in *C. elegans*. (**b**) Lines connect orthologs on *D. viviparus* supercontig-93 and *C. elegans* chromosome IV. Red lines indicate gene order conservation between the two species while green lines connect orthologs whose order is not preserved. (**c**) The relative positions of *C. elegans* operon genes (first track, black ticks), *D. viviparus* conserved (second track, black ticks) and partially conserved operon genes (third track, grey ticks) are shown on *C. elegans* chromosomes.

**Figure 3:**
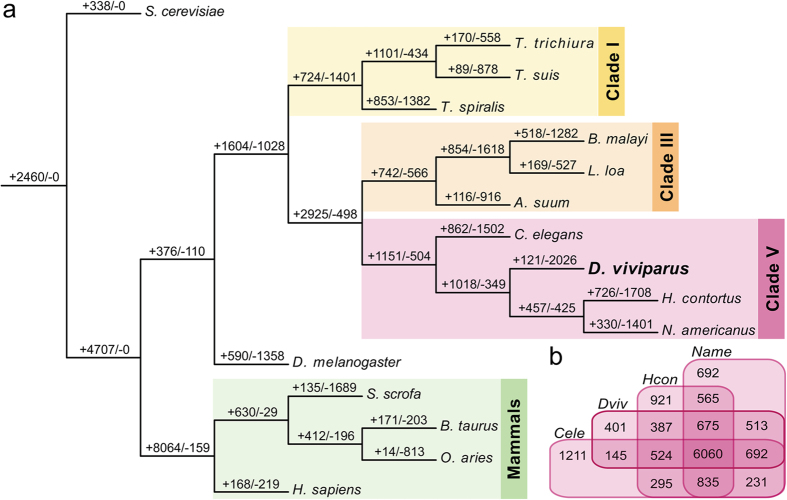
Birth and death of orthologous protein families among nematodes, hosts and outgroups. (**a**) The number of orthologous protein families gained and lost along the phylogenetic lineage of 16 species is displayed over each branch (‘+ ’ indicates gain and ‘−’ indicates loss). Clade I, III, and IV nematodes as well as their hosts and outgroups were included for comparison. (**b**) Euler diagram indicates the distribution of OPFs among Clade V nematodes, including *D. viviparus*.

**Figure 4:**
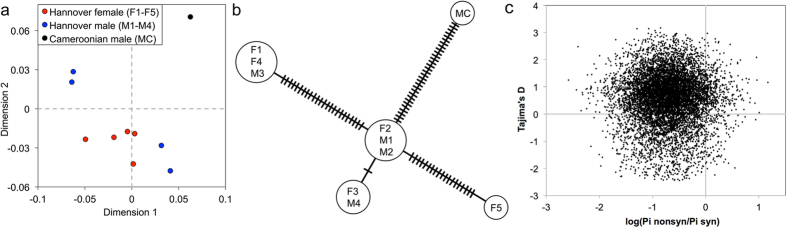
Intrapopulation genetic variability in Dictyocaulus viviparus. (**a**) Identity-by-state multidimensional scaling (IBS-MDS) plot based on autosomal SNPs displaying the genetic relationships between ten individual *Dictyocaulus viviparus* genomes. (**b**) Minimum spanning network of *Dictyocaulus viviparus* mitochondrial haplotypes based on 64 segregating SNPs. Mutational steps are represented as hatch marks. (**c**) Tajima’s D and the nonsynonymous over synonymous π ratios were calculated for each individual gene and plotted accordingly.

**Figure 5:**
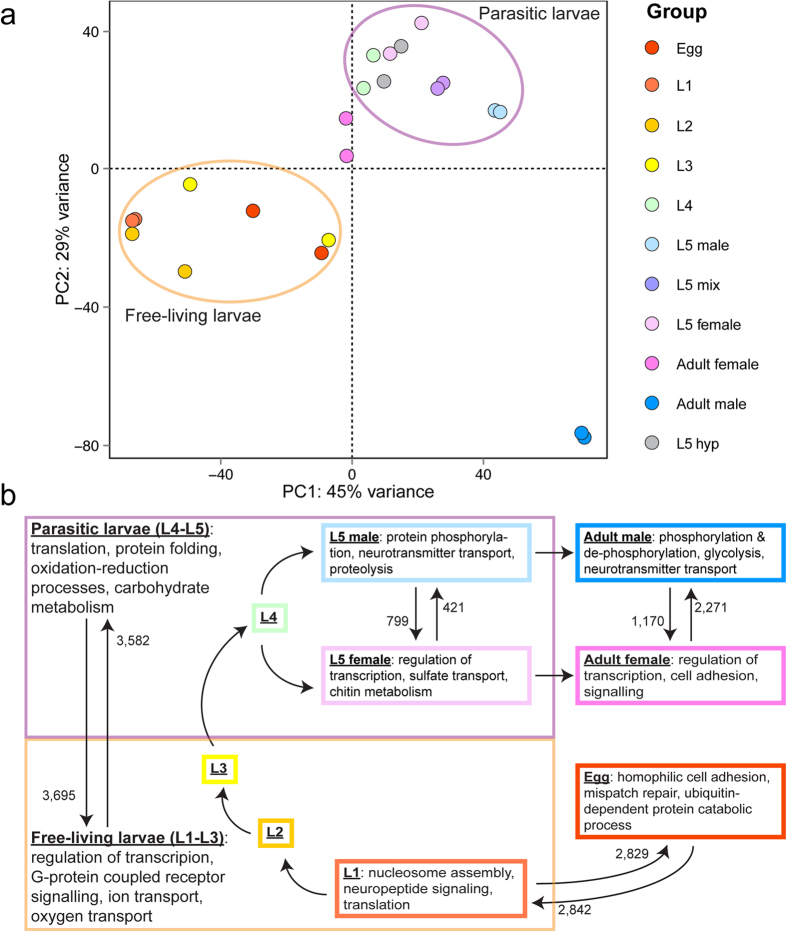
Gene transcription across the life cycle of *Dictyocaulus viviparus.* (**a**) Principal component analysis (PCA) plot indicates the clustering of RNAseq datasets (two replicates per life cycle stage) based on gene transcription. PCA indicated that 79.9% of variance was explained by the first two components (shown in the plot). (**b**) A total of 12,681 genes were differentially expressed to some degree over the course of the normal life cycle. Single arrows denote progression through the life cycle, while double arrows indicate differential gene expression comparisons. The number of genes overexpressed in a given comparison and the most enriched biological process gene ontology terms among overexpressed gene sets are indicated.

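In log2 CPM of the 500 genes with the highest variance over 22 libraries, the first 2 principal components held 74.9% of the variance (53.1% and 21.8%), and the third 8.50%. Over all 13880 genes kept by the filter they held 59.7%. On the scale of DESeq2's rlog the first 2 components held 45.1% and 29.5%, and with its variance stabilizing transformation 74.8% together. Within the 15 libraries of longer coding length the first 2 held 77.5%. These shares describe the 22 libraries and were not tested.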

**Figure 6:**
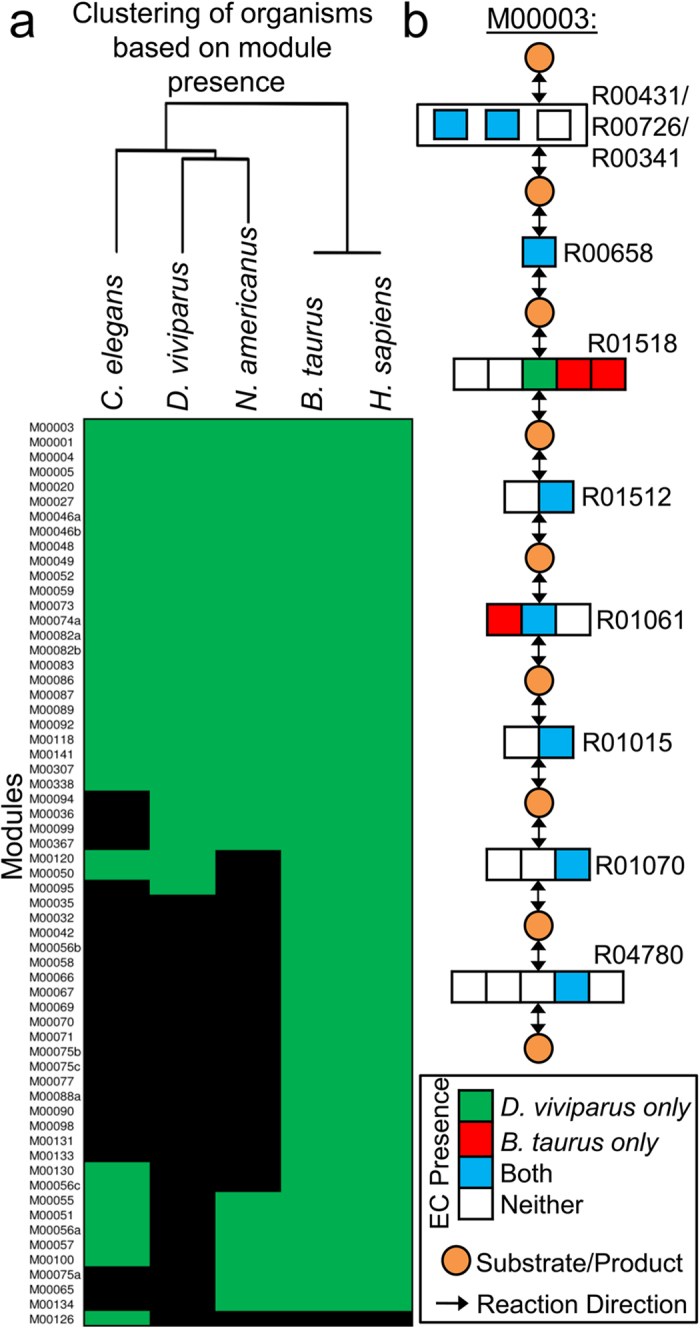
Metabolic pathway module completion in *Dictyocaulus viviparus* and other species. (**a**) Completion of KEGG metabolic pathway modules is compared between *D. viviparus*, other clade V nematodes, and relevant host species. Clustering of species based on module completeness reflects taxonomical relationships. Though there are no modules that appear to be complete in *D. viviparus* but not in its host, subtle differences do exist. (**b**) The enzymes responsible for the conversion of 2-Phospho-D-glycerate to 3-Phospho-D-glycerate (reaction R01518) in *D. viviparus* and *B. taurus* are not orthologous.

**Table 1:** Features of the *Dictyocaulus viviparus* genome assembly.

Assembly length	161.0 Mb
Genome completeness	99%
Supercontigs*	7,157
Supercontig N50	225,748 bp
GC content	34.8%
Repetitive sequences	18.96%
Total protein coding genes	14,171
Average CDS length	983 bp
Average gene footprint	3,080 bp
Average exons per gene	7.1
Average exon length	119 bp
Average introns per gene	6.1
Average intron length	362 bp

*Supercontigs are defined as all scaffolds (contigs joined by inferred gaps) plus singleton contigs of >1 kb.

# Supplementary material for: Dictyocaulus viviparus genome, variome and transcriptome elucidate lungworm biology and support future intervention
**Source:** Sci Rep. 2016 Feb 9;6:20316. doi: 10.1038/srep20316
**Supplement:** Supplementary Information

Dictyocaulus viviparus genome, variome and transcriptome elucidate lungworm biology and support future intervention

Samantha N. McNulty¹, Christina Strube², Bruce A. Rosa¹, John C. Martin¹, Rahul Tyagi¹, Young-Jun Choi¹, Qi Wang¹, Kymberlie Hallsworth-Pepin¹, Xu Zhang¹, Philip Ozersky¹, Richard K. Wilson¹, Paul W. Sternberg³, Robin B. Gasser⁴, Makedonka Mitreva^{1, 5*}

Supplementary Figures

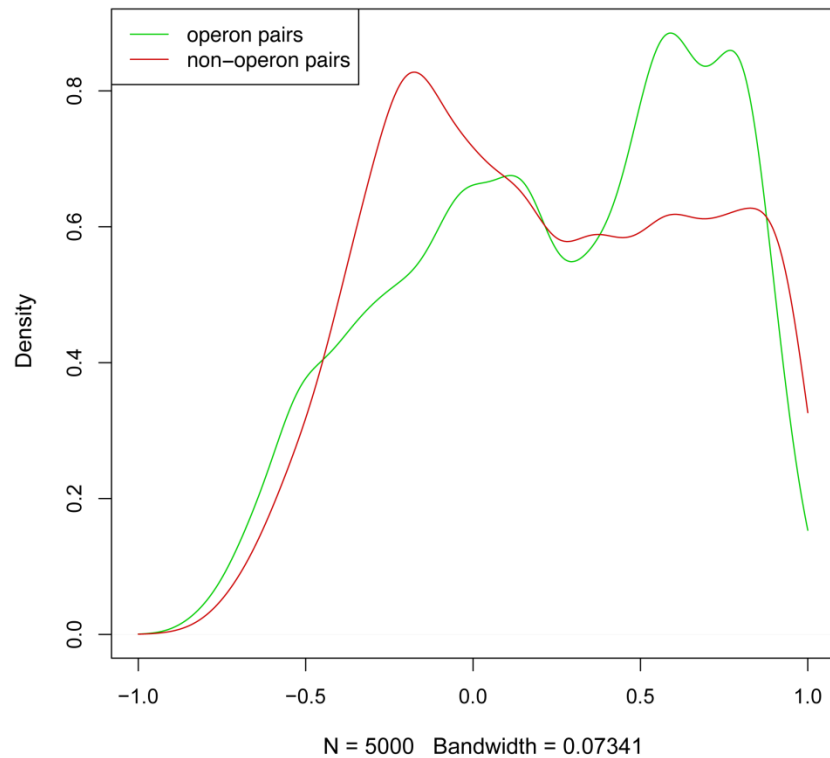

Supplementary Figure S1. Co-transcription of predicted operon and non-operon genes

The mean Pearson's correlation coefficient for every pair of genes in an operon in *D. viviparus* are plotted (green) against that of a pseudo-operon of the same size, consisting of randomly selected genes (red). The correlation coefficients for genes in predicted operons are significantly higher than for background.

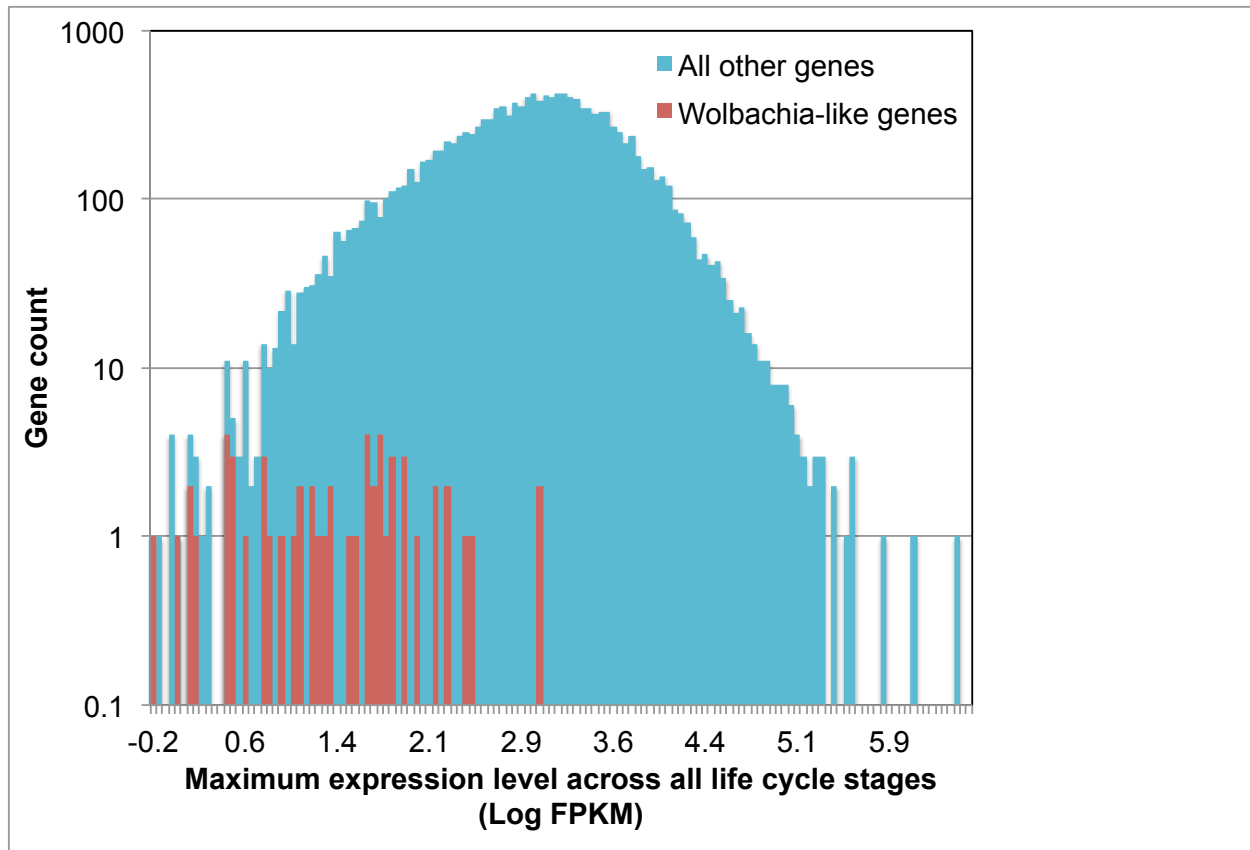

Supplementary Figure S2. Maximum expression (FPKM) of *Wolbachia*-like and other genes throughout all life cycle stages of *D. viviparus*

The maximum expression level (given in fragments per kilobase per million reads mapped, FPKM) for each gene was determined and potted to compare the expression of *Wolbachia*-like and non-*Wolbachia*-like genes. *Wolbachia*-like genes were transcribed at low levels compared to other genes (average peak expression of 77.7 FPKM compared to 3,356.6 FPKM for other genes; $P < 10^{-10}$, T-test using log-scale FPKM values).

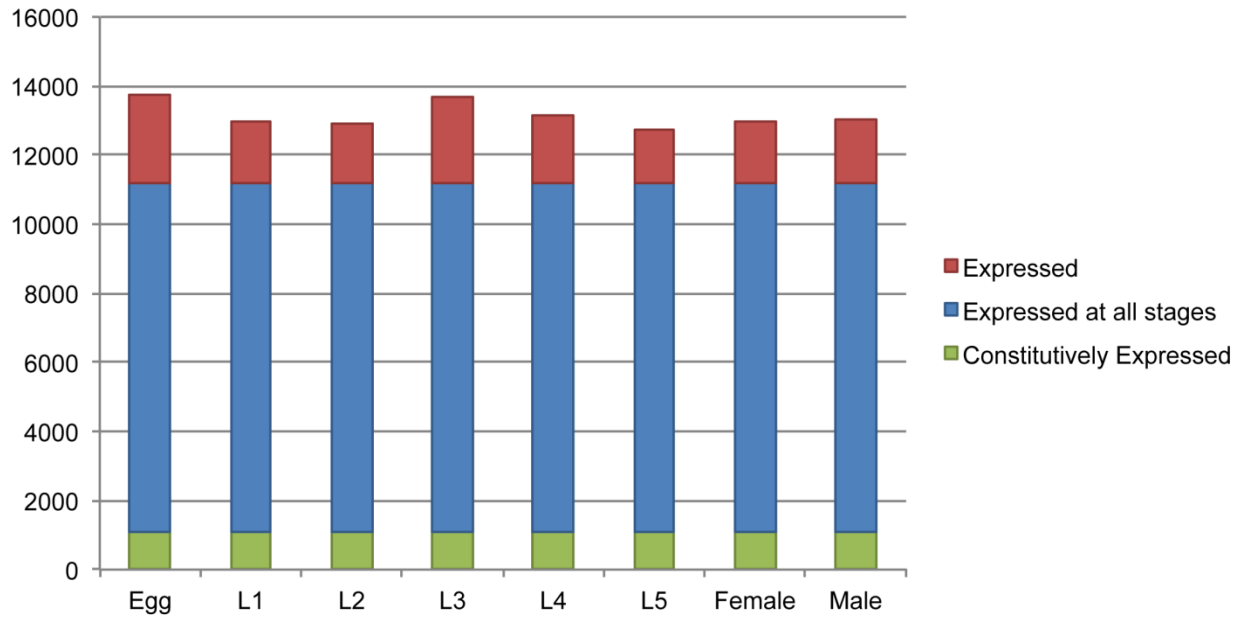

Supplementary Figure S3. Gene expression throughout the life cycle of *Dictyocaulus viviparus*

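Genes with at least 10 reads in both libraries numbered 12398 in eggs, 11551 in L1, 10978 in L2, 11641 in L3 and 11340 in L4. They numbered 10154 in mixed-sex L5, 10897 in female L5, 11618 in male L5, 11052 in adult females, 10668 in adult males and 11445 in hypobiotic L5. With every library thinned to the same depth, genes with a read in both libraries ran from 12021 (female L5) to 13040 (eggs), out of 14169. Counts of reads stand here for breadth of coverage, which needs the aligned reads.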

The number of genes with detectable expression ($\geq 50\%$ breadth of coverage with RNAseq reads) at each life cycle stage is indicated on the graph. 11,179 of the 14,171 inferred genes (79% of all genes) were transcribed, to some degree, in every life cycle stage. Of these, 1,102 showed no statistically significant variation in expression level over the course of the life cycle and were considered to be constitutively expressed.

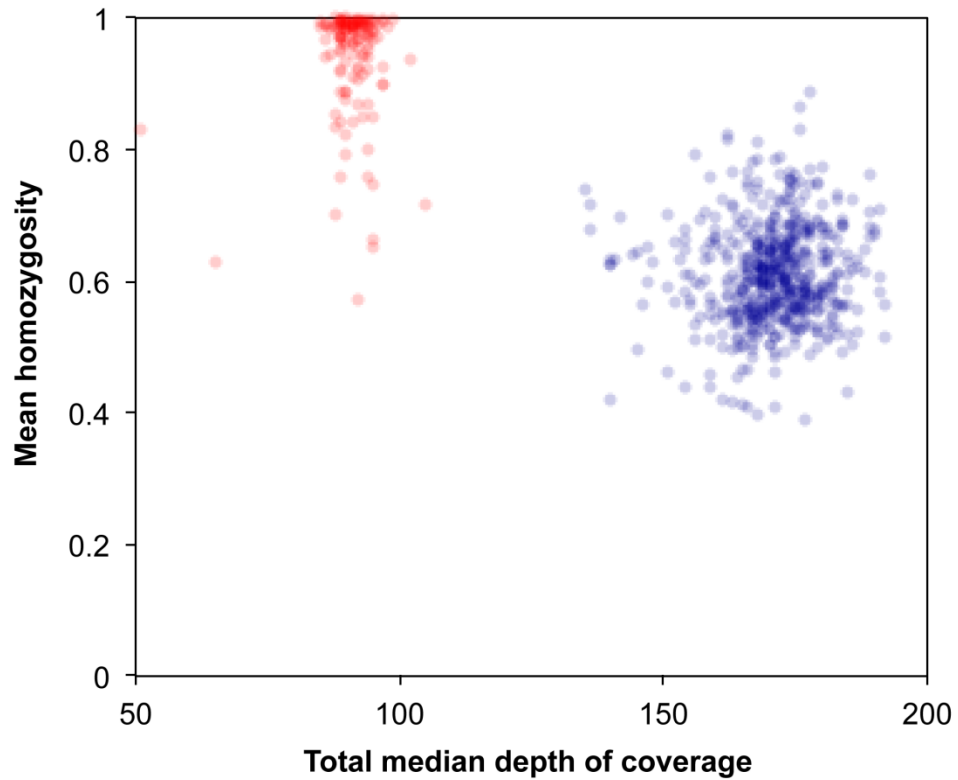

Supplementary Figure S4. Identification of X-linked and autosomal chromosome contigs
Autosomal (blue; n=563; combined length 119,815,143 bp) and X-linked (red; n=130; combined length 14,366,088 bp) contigs (> 50kb) were identified based on the contig-wise mean homozygosity and total median depth of coverage in male samples.

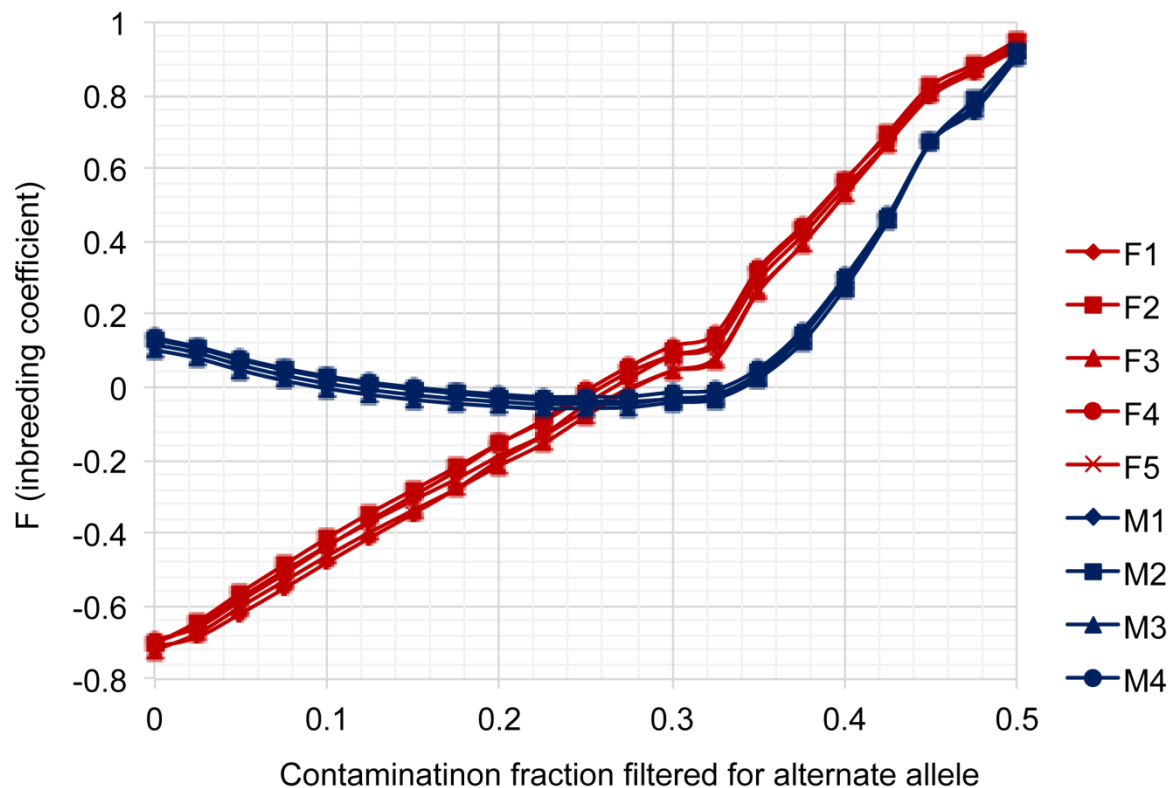

Supplementary Figure S5. Impact of contamination filtering in HaplotypeCaller on heterozygosity

Fractions of reads for each alternate allele were removed through biased down-sampling, and the observed level of heterozygosity in the resultant genotype call set was assessed relative to the expected value under Hardy-Weinberg equilibrium.

Supplementary Methods

Parasite material and nucleic acid isolation

D. viviparus samples from various life cycle stages were collected from parasite naïve, experimentally infected Holstein-Friesian calves (*Bos taurus*) as previously described^{1,2}. First stage larvae (L1) were isolated from cow feces collected directly from the cow rectum using the Baermann method. For development into second and third stage larvae (L2, L3), L1 were incubated in tap water for one and six days, respectively. Isolated L3 were chilled to induce hypobiosis and introduced to calves via oral infection; calves were sacrificed and mixed-sex hypobiotic L5 (<5mm in length) were collected from the lungs 35 days post-infection². Calves infected with un-chilled L3 were sacrificed at seven, 15 and 28 days post infection for collection of L4, L5 and adults via lung perfusion. L5 and adult males and females were separated based on morphological characteristics³. Embryonated eggs were extracted from patent females. Precautions were taken to prevent exposure of experimental hosts to other parasite species and This included the use of young calves that had never been subjected to pasture, screening cows for parasitic infection prior to use, housing cows in stables with paved outdoor access (rather than pasture), feeding on hay and concentrate rather than grass, etc. *D. viviparus* adults and larvae are readily distinguishable from other nematodes based on morphology and movement patterns, and all *D. viviparus* specimens were subjected to morphological examination prior to use in experiments.

Genomic DNA for the reference genome was isolated from adult male worms (DvHannover2000 strain) using a NucleoSpin Tissue DNA isolation kit according to the manufacturer's recommendations (Machery-Nagel, Düren, Germany). For Roche/454 cDNA libraries, individual lungworm stages were homogenized in 5.5M GIT buffer (5.5M guanidinium thiocyanate, 1 M sodium citrate, pH 7.0) using the Precellys® 24 tissue homogenizer (PepLab Biotechnologie, Erlangen, Germany), and mRNA was isolated from the homogenate using the Illustra QuickPrep *Micro* mRNA Purification Kit (GE Healthcare, Buckinghamshire, UK)¹. For Illumina cDNA libraries, individual lungworm stages were homogenized in 600µL RLT-buffer (RNeasy® Mini Kit, Qiagen, Hilden, Germany) and 6µL 2-mercaptoethanol (Roth, Karlsruhe, Germany) using the Precellys® 24 tissue homogenizer (PepLab Biotechnologie), and total RNA was isolated from the homogenate using RNeasy® Mini Kit (Qiagen) according the manufacturer's

suggested protocol, including the optional on-column DNase digest. The integrity and quantity of nucleic acid samples were assessed using the Bioanalyzer 2100 (Agilent Technologies, Cedar Creek, Texas).

cDNA sequencing on the Roche/454 platform

Titanium fragment libraries representing *D. viviparus* eggs, mixed L1/L2, L3, mixed-sex L5, adult males, and adult females were generated and sequenced on a Genome Sequencer Titanium FLX (Roche Diagnostics, Indianapolis, IN, USA) as previously described^{4,5}. Raw reads were deposited in the GenBank sequence read archive (SRA) under BioProject PRJNA72587 (Supplementary Table S10). Following analytical processing⁶, reads were assembled using Newbler, invoking the cDNA-specific assembly option as previously described⁷.

cDNA sequencing on the Illumina platform

Duplicate paired-end cDNA libraries representing *D. viviparus* eggs, L1, L2, L3, L4, mixed-sex L5, male L5, female L5, hypobiotic L5, adult males, and adult females were generated as previously described using standard protocols⁸. Raw reads were deposited in the GenBank Sequence Read Archive under BioProject ID PRJNA72587 and in Gene Expression Omnibus (GEO) under Series accession number GSE73863 (Supplementary Table S10). Adapter trimming, sequence quality trimming, length filtering, complexity filtering, and contaminant filtering were performed as previously described⁹. The remaining high-quality RNAseq reads were aligned to the genome assembly using Tophat2¹⁰ (version 2.0.8, default parameters) and assembled into full-length transcripts with Cufflinks (version 2.1.1¹¹) using an established protocol¹².

Genome sequencing, assembly, and annotation

Whole genome shotgun fragment and paired-end libraries (3kb and 8kb insert) were constructed according to standard methods and sequenced on the Roche/454 platform¹³. Sequencing coverage was estimated at 12.3x, 21.7x and 4.4x for the fragment, 3kb, and 8kb insert libraries, respectively. Relevant linker and adapter sequences were trimmed, and cleaned reads were assembled with Newbler¹³. An in-house assembly improvement tool, Pygap, was used to join and extend contigs using unassembled

Illumina reads when possible. A repeat library was generated using Repeatmodler (<http://repeatmasker.org>), and repeats were characterized by screening against Repbase (April 2014) with CENSOR (version 4.2.29)^{14,15}. Ribosomal RNA genes were identified using RNAmmer¹⁶, and transfer RNA genes were identified using tRNAscan-SE¹⁷. Other non-coding RNAs (e.g., microRNAs) were identified by sequence homology searches against the Rfam database¹⁸. Repeats and predicted non-protein-coding RNAs were masked with RepeatMasker (<http://repeatmasker.org>).

Protein coding genes were predicted using a combination of the *ab initio* programs Snap¹⁹, Fgenesh²⁰, and Augustus²¹ and the MAKER annotation pipeline²² which employs assembled mRNAs (i.e., Illumina cDNA assembled with Cufflinks and Roche/454 cDNA assembled with Newbler), EST (GenBank EST database), and protein evidence from the same and related species to aid in gene structure determination and modification. A consensus gene set based on these predictions was generated using a hierarchical approach developed at The Genome Institute²³, and gene product naming was determined by BER (<http://ber.sourceforge.net>). An extended annotation of these predicted genes is available at nematode.net/Dviviparus_genome.html and will be referred to in this manuscript as NN table.

Building orthologous protein family groups with related species

InParanoid (version 4.1)^{24,25} was used to perform a direct comparison between *D. viviparus* and *C. elegans* proteins using the longest isoform of each *C. elegans* gene from WormBase build WS230. OrthoMCL²⁶ was used to perform a broader comparison with 16 species, including *D. viviparus* and the following: *Saccharomyces cerevisiae*, *Drosophila melanogaster*, and *Homo sapiens* from Ensembl release 67²⁷; *Bos taurus* (release 100), *Ovis aries* (release 100), and *Sus scrofa* (release 103) from Genbank²⁸; *Caenorhabditis elegans* and *Brugia malayi* WormBase release 230²⁹; *Trichonella spiralis*³⁰; *Ascaris suum*³¹; *Haemonchus contortus*³²; *Necator americanus*²³; *Loa loa*³³; *Trichuris trichiura* version 2.0 from the Helminth Genomes Initiative³⁴; *Trichuris suis* from an in-house genome sequencing project. In applicable cases, the longest protein isoform was used as a representative for alternatively spliced genes in the OrthoMCL analysis. The birth and death of orthologous protein families (OPFs) among these species was predicted using Dollop (<http://evolution.genetics.washington.edu/phyliip/doc/dollop.html>) as previously described³⁵. Genes were considered *D. viviparus*-specific if they were not orthologous to any

genes in the 15 other species used in this analysis. OPFs containing orthologs from *D. viviparus* and at least one other nematode were subjected to a binomial distribution test to determine enrichment of *D. viviparus* orthologs with the expected (background) percentage being the proportion of genes from the genome belonging to the OPF (averaged for each other nematode in the OPF), the number of "successes" being the number of *D. viviparus* genes in the OPF, and the number of "trials" being the total number of *D. viviparus* genes (14,171). This statistic is non-parametric, and the P values were corrected using FDR population correction³⁶.

Prediction of *D. viviparus* operons

The known spliced leader sequences from clade V nematodes (3 SL1 and 36 SL2 sequences³⁷) were used to find related trans-spliced genes in *D. viviparus* as previously described²³. The RNAseq reads that satisfied the following criteria for similarity to known SL1 and SL2 sequences were considered to be sourced from a gene trans-spliced with a *D. viviparus* spliced leader sequence:

1. A hit was reported by blat, using the options '-tileSize=6 -oneOff=1 -minScore=12'. Matches on either strand were considered hits.
2. The match on the target sequence (RNA-Seq read) started, at most, 0 (for SL1) or 8 (for SL2) bases from either end.
3. The match on the query (the known SL sequence) started at most 2 (for SL1) or 8 (for SL2) bases from the 5' end.
4. At most 1 (for SL1) or 2 (for SL2) mismatches were allowed.
- 5a. For SL1, no gaps were allowed within the aligned part of the sequence.
- 5b. For SL2, the aligned part was to be at most 8 bases shorted than the SL2 sequence length (e.g. for a 22 base SL2, any read with aligned region smaller than 14 bases is rejected).
6. For SL2, at most a single gap of length 1 base was allowed on either the query or the target.

The reads thus identified were then aligned to the Cufflinks-assembled consensus transcripts and only those cases where the corresponding gene model is on the same strand as the putative SL sequence identified were considered to be potentially SL-trans-spliced genes.

Reciprocal best BLAST hits (using WU-BLAST with cutoff of 30% identity and 35 bits) between *D. viviparus* genes and 3,677 *C. elegans* operon genes (WS230)³⁸ were used to infer *D. viviparus* operons as previously described²³. Operons with at least two *D. viviparus* homologs that are adjacent to each other or are separated by one neighbor were counted. For every pair of genes in every inferred operon in *D. viviparus*, Pearson's correlation coefficient was calculated for FPKM values determined from our RNAseq data. This was compared to a "background" set of non-operon neighboring gene pairs. 5000 pairs of genes belonging to same operon were selected at random (with replacement) and compared to 5000 randomly selected neighboring gene pairs from the set of non-operon genes. This was also tested with 10 randomly selected instances of the background set for each operon with even more significantly different distributions.

Functional annotation of protein coding genes

Inferred protein sequences were compared to known protein sequences by BLASTP³⁹ against the GenBank non-redundant protein database (NR, downloaded April 15, 2014). Transmembrane domains and classical secretion peptides were predicted using Phobius^{40,41}, and non-classical secretion signals were predicted using SecretomeP⁴². Putative proteases and inhibitors were identified and classified using the online MEROPS peptidase database server (release 9.11)⁴³. Proteins were assigned to KEGG orthologous groups, pathways and pathway modules using KEGGscan⁴⁴ with KEGG release 68⁴⁵. Associations with InterPro protein domains and Gene Ontology (GO) classifications were inferred using InterProScan⁴⁶⁻⁴⁸. InterPro domain enrichment for gene sets was determined (for each domain represented in at least 5 genes) using a non-parametric binomial distribution test with the expected (background) percentage being the proportion of genes in the genome containing the InterPro domain, the number of "successes" being the number of genes in the target set containing the InterPro domain, and the number of "trials" being the total number of genes in the target set. A 0.01 p value cutoff was used for significance (after Benjamini-Hochberg false-discovery-rate (FDR) population correction for the total number of domains)³⁶. Functional enrichment of GO terms related to particular subsets of proteins was calculated using FUNC⁴⁹ with an adjusted p-value cutoff of 0.01. *C. elegans* RNAi effector proteins were reported previously⁵⁰. The longest isoform of each *C. elegans* RNAi effector protein was taken from

WormBase release WS230 and matched to *D. viviparus* orthologs by inParanoid or by best bi-directional BLASTP match (e-value < $1e^{-05}$).

C. elegans proteins were screened against the collection of kinase domain models in Kinomer^{51,52}. Custom score thresholds were applied for each kinase group and adjusted until an hmmpfam search⁵³ came as close as possible to identifying the known *C. elegans* kinases. The same procedure and cutoffs were applied to the *D. viviparus* proteins to identify kinases as previously described^{23,30}.

High confidence sets of enzymes available to the 5 species were obtained by using local version of KAAS server⁵⁴, with the bit-score threshold set at 35. modDFS was then used to find which of the nematode-relevant modules were strictly complete in the species⁵⁵. Chokepoints of KEGG metabolic pathways were defined as a reaction that either consumes a unique substrate or produces a unique product⁵⁶. The reaction database from KEGG v65⁴⁵ was used to identify chokepoints as previously described⁵⁷. *D. viviparus* proteins were assigned EC numbers based on the output of KEGGscan (described above). Protein Data Bank⁵⁸ and DrugBank⁵⁹ were identified by WU-BLAST⁶⁰ against database sequences using a cutoff of 30% sequence identity over 75% of the length of the query.

Genomic variation analysis

Genomic DNA was isolated from four male worms and five female worms of the DvHannover 2010 strain obtained from a single host, and paired end libraries were generated and sequenced on the Illumina HiSeq 2500 platform. Raw reads were deposited in the SRA under BioProject ID PRJNA72587 (Supplementary Table S11). Data available from the SRA representing a strain from Cameroon were also included in our analysis (SRA accession ERX364141)⁶¹. Relevant barcodes and adapters were trimmed, and reads of less than 60bp in length and/or with uncalled bases were discarded using Flexbar⁶². Remaining reads were aligned to the DvHannover2000 reference genome using BWA-MEM (version bwa0.7.5a, default parameters⁶³). Duplicate reads were marked for removal using Picard tools (<http://broadinstitute.github.io/picard/>). Reads were realigned around indels using the Genome Analysis Toolkit (GATK, v.3.3.0)⁶⁴, and variants were called using GATK's HaplotypeCaller. High quality SNPs were obtained using GATK's VariantFiltration with the following set of filters: DP (maximum depth) > 949;

QD (variant confidence divided by the unfiltered depth of non-reference samples) < 2.0; FS (Phred-scaled p-value using Fisher's Exact Test to detect strand bias in the reads) > 60.0; MQ (Root Mean Square of the mapping quality of the reads across all samples) < 40.0; MQRankSum (Mann-Whitney Rank Sum Test for mapping qualities) < -12.5; ReadPosRankSum (Mann-Whitney Rank Sum Test for the distance from the end of the read for reads with the alternate allele) < -8.0. Annotated SNPs were classified according to their effect based on their genomic location context using SnpEff (v. 3.5)⁶⁵.

Contigs predicted to represent the X chromosome (i.e., hemizygous loci) were identified based on contig-wise mean homozygosity and total median depth of coverage in male samples (Supplementary Fig. S4). Using SNPs located on putatively autosomal contigs, sample relationships were examined by multidimensional scaling (MDS) analysis based on pairwise identity-by-state (IBS) distance in PLINK⁶⁶. In order to minimize the effect of excess heterozygosity in female samples (due to embryonic DNA of non-maternal origin) on MDS clustering, variants were called using HaplotypeCaller with the “-contamination” option that invokes removal of bases supporting putative variants. The contamination fraction parameter was set at 0.25, based on the restoration to the expected heterozygosity under Hardy–Weinberg equilibrium, as judged by F_{IS} (inbreeding coefficient) (Supplementary Fig. S5). F -statistics and nucleotide diversity were computed using VCFtools (v0.1.12b)⁶⁷. Mitochondrial SNPs were identified using an identical procedure to that outlined above for the nuclear genomic variants except that the reference alignment was generated using a previously published mitochondrial genome (GenBank accession NC_019810). SNPs were called using GATK's HaplotypeCaller with the -ploidy argument set to 1. A minimum spanning network⁶⁸ was constructed for the mitochondrial haplotypes in PopART (<http://popart.otago.ac.nz>) using segregating SNPs with no missing genotype calls.

To calculate nucleotide diversity separately for the nonsynonymous and synonymous sites (π_N and π_S) within each gene, nonsynonymous or synonymous average pairwise differences were divided by the number of nonsynonymous or synonymous sites, respectively.. The number of nonsynonymous or synonymous sites was determined using KaKs_Calculator 2.0⁶⁹. Tajima's D test⁷⁰ was performed using VCFtools (v0.1.12b)⁶⁷ for 5-kb sliding windows along the length of each contig. The gene-wise Tajima's D statistic was calculated by averaging the D statistic values of all windows overlapping the gene footprint (including both exonic and intronic regions).

Gene expression, alternative splicing and differential expression analyses

Pre-processed, paired-end, Illumina RNAseq reads were mapped onto the *D. viviparus* genome assembly with Tophat2¹⁰ using the gff annotation file to guide alignments. Refcov⁷¹ was used to assess the genes' breadth of coverage based on all available RNAseq datasets, and genes showing $\geq 50\%$ breadth of coverage were characterized as expressed. The number of reads associated with each feature was determined using HTSeq-Count⁷². Mapped read counts and fragments per kilobase per million reads mapped (FPKM) values are available through GEO (Series accession GSE73863). Differentially expressed genes were predicted using DESeq2 (version 1.4.5⁷³) with an adjusted p-value cutoff of 0.1 according to established protocols⁷⁴. Statistically enriched InterPro domains and GO terms were determined as previously described. Over-representation of genes from each orthologous group classification (e.g., nematode-conserved, *D. viviparus*-specific, etc.) among sets of over-expressed genes was tested using a Binomial distribution test, with the expected (background) percentage being the proportion of genes from the genome belonging to the orthologous group classification, the number of "successes" being the number of overexpressed genes of interest belonging to the orthologous group classification, and the number of "trials" being the total number of overexpressed genes of interest. This statistic is non-parametric, and the *P* values were corrected using FDR population correction³⁶. This test was also used in the same way to test enrichment for *Wolbachia*-like genes and genes grouped based on Tajima's *D* and π_N/π_S values.

References

- 1 Strube, C., Buschbaum, S., Wolken, S. & Schnieder, T. Evaluation of reference genes for quantitative real-time PCR to investigate protein disulfide isomerase transcription pattern in the bovine lungworm *Dictyocaulus viviparus*. *Gene* **425**, 36-43, doi:10.1016/j.gene.2008.08.001 (2008).
- 2 Laabs, E. M., Schnieder, T. & Strube, C. Transcriptional differences between hypobiotic and non-hypobiotic preadult larvae of the bovine lungworm *Dictyocaulus viviparus*. *Parasitology research* **110**, 151-159, doi:10.1007/s00436-011-2464-7 (2012).
- 3 Laabs, E. M., Schnieder, T. & Strube, C. In vitro studies on the sexual maturation of the bovine lungworm *Dictyocaulus viviparus* during the development of preadult larvae to adult worms. *Parasitology research* **110**, 1249-1259, doi:10.1007/s00436-011-2622-y (2012).
- 4 Wang, Z. *et al.* Characterizing *Ancylostoma caninum* transcriptome and exploring nematode parasitic adaptation. *BMC genomics* **11**, 307, doi:10.1186/1471-2164-11-307 (2010).
- 5 Cantacessi, C. *et al.* Deep insights into *Dictyocaulus viviparus* transcriptomes provides unique prospects for new drug targets and disease intervention. *Biotechnology advances* **29**, 261-271, doi:10.1016/j.biotechadv.2010.11.005 (2011).
- 6 Mitreva, M. & Mardis, E. R. Large-scale sequencing and analytical processing of ESTs. *Methods Mol Biol* **533**, 153-187, doi:10.1007/978-1-60327-136-3_8 (2009).
- 7 Abubucker, S., McNulty, S. N., Rosa, B. A. & Mitreva, M. Identification and characterization of alternative splicing in parasitic nematode transcriptomes. *Parasites & vectors* **7**, 151, doi:10.1186/1756-3305-7-151 (2014).
- 8 Rosa, B. A., Jasmer, D. P. & Mitreva, M. Genome-Wide Tissue-Specific Gene Expression, Co-expression and Regulation of Co-expressed Genes in Adult Nematode *Ascaris suum*. *PLoS Negl Trop Dis* **8**, e2678, doi:10.1371/journal.pntd.0002678 (2014).
- 9 McNulty, S. N. *et al.* Systems biology studies of adult paragonimus lung flukes facilitate the identification of immunodominant parasite antigens. *PLoS neglected tropical diseases* **8**, e3242, doi:10.1371/journal.pntd.0003242 (2014).

- 10 Kim, D. *et al.* TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome biology* **14**, R36, doi:10.1186/gb-2013-14-4-r36 (2013).
- 11 Trapnell, C. *et al.* Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. *Nature biotechnology* **28**, 511-515, doi:10.1038/nbt.1621 (2010).
- 12 Trapnell, C. *et al.* Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nature protocols* **7**, 562-578, doi:10.1038/nprot.2012.016 (2012).
- 13 Margulies, M. *et al.* Genome sequencing in microfabricated high-density picolitre reactors. *Nature* **437**, 376-380, doi:10.1038/nature03959 (2005).
- 14 Jurka, J. *et al.* Repbase Update, a database of eukaryotic repetitive elements. *Cytogenetic and genome research* **110**, 462-467, doi:10.1159/000084979 (2005).
- 15 Kohany, O., Gentles, A. J., Hankus, L. & Jurka, J. Annotation, submission and screening of repetitive elements in Repbase: RepbaseSubmitter and Censor. *BMC bioinformatics* **7**, 474, doi:10.1186/1471-2105-7-474 (2006).
- 16 Lagesen, K. *et al.* RNAmmer: consistent and rapid annotation of ribosomal RNA genes. *Nucleic acids research* **35**, 3100-3108, doi:10.1093/nar/gkm160 (2007).
- 17 Lowe, T. M. & Eddy, S. R. tRNAscan-SE: a program for improved detection of transfer RNA genes in genomic sequence. *Nucleic acids research* **25**, 955-964 (1997).
- 18 Griffiths-Jones, S., Bateman, A., Marshall, M., Khanna, A. & Eddy, S. R. Rfam: an RNA family database. *Nucleic acids research* **31**, 439-441 (2003).
- 19 Korf, I. Gene finding in novel genomes. *BMC bioinformatics* **5**, 59, doi:10.1186/1471-2105-5-59 (2004).
- 20 Salamov, A. A. & Solovyev, V. V. Ab initio gene finding in *Drosophila* genomic DNA. *Genome research* **10**, 516-522 (2000).
- 21 Stanke, M., Diekhans, M., Baertsch, R. & Haussler, D. Using native and syntenically mapped cDNA alignments to improve de novo gene finding. *Bioinformatics* **24**, 637-644, doi:10.1093/bioinformatics/btn013 (2008).

- 22 Cantarel, B. L. *et al.* MAKER: an easy-to-use annotation pipeline designed for emerging model organism genomes. *Genome research* **18**, 188-196, doi:10.1101/gr.6743907 (2008).
- 23 Tang, Y. T. *et al.* Genome of the human hookworm *Necator americanus*. *Nature genetics*, doi:10.1038/ng.2875 (2014).
- 24 O'Brien, K. P., Remm, M. & Sonnhammer, E. L. Inparanoid: a comprehensive database of eukaryotic orthologs. *Nucleic acids research* **33**, D476-480, doi:10.1093/nar/gki107 (2005).
- 25 Remm, M., Storm, C. E. & Sonnhammer, E. L. Automatic clustering of orthologs and in-paralogs from pairwise species comparisons. *Journal of molecular biology* **314**, 1041-1052, doi:10.1006/jmbi.2000.5197 (2001).
- 26 Li, L., Stoeckert, C. J., Jr. & Roos, D. S. OrthoMCL: identification of ortholog groups for eukaryotic genomes. *Genome research* **13**, 2178-2189, doi:10.1101/gr.1224503 (2003).
- 27 Kinsella, R. J. *et al.* Ensembl BioMart: a hub for data retrieval across taxonomic space. *Database : the journal of biological databases and curation* **2011**, bar030, doi:10.1093/database/bar030 (2011).
- 28 Benson, D. A. *et al.* GenBank. *Nucleic acids research* **42**, D32-37, doi:10.1093/nar/gkt1030 (2014).
- 29 Harris, T. W. *et al.* WormBase 2014: new views of curated biology. *Nucleic acids research*, doi:10.1093/nar/gkt1063 (2013).
- 30 Mitreva, M. *et al.* The draft genome of the parasitic nematode *Trichinella spiralis*. *Nature genetics* **43**, 228-235, doi:10.1038/ng.769 (2011).
- 31 Jex, A. R. *et al.* *Ascaris suum* draft genome. *Nature* **479**, 529-533, doi:10.1038/nature10553 (2011).
- 32 Laing, R. *et al.* The genome and transcriptome of *Haemonchus contortus*, a key model parasite for drug and vaccine discovery. *Genome biology* **14**, R88, doi:10.1186/gb-2013-14-8-r88 (2013).
- 33 Desjardins, C. A. *et al.* Genomics of *Loa loa*, a *Wolbachia*-free filarial parasite of humans. *Nature genetics* **45**, 495-500, doi:10.1038/ng.2585 (2013).

- 34 Holroyd, N. & Sanchez-Flores, A. Producing parasitic helminth reference and draft genomes at the Wellcome Trust Sanger Institute. *Parasite Immunol.* **34**, 100-107, doi:10.1111/j.1365-3024.2011.01311.x (2012).
- 35 Wang, Z., Zarlenga, D., Martin, J., Abubucker, S. & Mitreva, M. Exploring metazoan evolution through dynamic and holistic changes in protein families and domains. *BMC evolutionary biology* **12**, 138, doi:10.1186/1471-2148-12-138 (2012).
- 36 Benjamini, Y. & Hochberg, Y. Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. *Journal of the Royal Statistical Society. Series B (Methodological)* **57**, 289-300, doi:10.2307/2346101 (1995).
- 37 Guiliano, D. B. & Blaxter, M. L. Operon conservation and the evolution of trans-splicing in the phylum Nematoda. *PLoS genetics* **2**, e198, doi:10.1371/journal.pgen.0020198 (2006).
- 38 Blumenthal, T. *et al.* A global analysis of *Caenorhabditis elegans* operons. *Nature* **417**, 851-854, doi:10.1038/nature00831 (2002).
- 39 Camacho, C. *et al.* BLAST+: architecture and applications. *BMC bioinformatics* **10**, 421, doi:10.1186/1471-2105-10-421 (2009).
- 40 Kall, L., Krogh, A. & Sonnhammer, E. L. A combined transmembrane topology and signal peptide prediction method. *Journal of molecular biology* **338**, 1027-1036, doi:10.1016/j.jmb.2004.03.016 (2004).
- 41 Kall, L., Krogh, A. & Sonnhammer, E. L. Advantages of combined transmembrane topology and signal peptide prediction--the Phobius web server. *Nucleic acids research* **35**, W429-432, doi:10.1093/nar/gkm256 (2007).
- 42 Bendtsen, J. D., Jensen, L. J., Blom, N., Von Heijne, G. & Brunak, S. Feature-based prediction of non-classical and leaderless protein secretion. *Protein Eng. Des. Sel.* **17**, 349-356, doi:10.1093/protein/gzh037 (2004).
- 43 Rawlings, N. D., Waller, M., Barrett, A. J. & Bateman, A. MEROPS: the database of proteolytic enzymes, their substrates and inhibitors. *Nucleic Acids Res.* **42**, 23 (2014).
- 44 Wylie, T. *et al.* NemaPath: online exploration of KEGG-based metabolic pathways for nematodes. *BMC genomics* **9**, 525, doi:10.1186/1471-2164-9-525 (2008).

- 45 Kanehisa, M., Goto, S., Sato, Y., Furumichi, M. & Tanabe, M. KEGG for integration and interpretation of large-scale molecular data sets. *Nucleic acids research* **40**, D109-114, doi:10.1093/nar/gkr988 (2012).
- 46 Ashburner, M. *et al.* Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. *Nature genetics* **25**, 25-29, doi:10.1038/75556 (2000).
- 47 Hunter, S. *et al.* InterPro in 2011: new developments in the family and domain prediction database. *Nucleic acids research* **40**, D306-312, doi:10.1093/nar/gkr948 (2012).
- 48 Quevillon, E. *et al.* InterProScan: protein domains identifier. *Nucleic acids research* **33**, W116-120, doi:10.1093/nar/gki442 (2005).
- 49 Prufer, K. *et al.* FUNC: a package for detecting significant associations between gene sets and ontological annotations. *BMC bioinformatics* **8**, 41, doi:10.1186/1471-2105-8-41 (2007).
- 50 Dalzell, J. J. *et al.* RNAi effector diversity in nematodes. *PLoS neglected tropical diseases* **5**, e1176, doi:10.1371/journal.pntd.0001176 (2011).
- 51 Martin, D. M., Miranda-Saavedra, D. & Barton, G. J. Kinomer v. 1.0: a database of systematically classified eukaryotic protein kinases. *Nucleic acids research* **37**, D244-250, doi:10.1093/nar/gkn834 (2009).
- 52 Miranda-Saavedra, D. & Barton, G. J. Classification and functional annotation of eukaryotic protein kinases. *Proteins* **68**, 893-914, doi:10.1002/prot.21444 (2007).
- 53 Eddy, S. R. Accelerated Profile HMM Searches. *PLoS computational biology* **7**, e1002195, doi:10.1371/journal.pcbi.1002195 (2011).
- 54 Moriya, Y., Itoh, M., Okuda, S., Yoshizawa, A. C. & Kanehisa, M. KAAS: an automatic genome annotation and pathway reconstruction server. *Nucleic acids research* **35**, W182-185, doi:10.1093/nar/gkm321 (2007).
- 55 Tyagi, R., Rosa, B. A., Lewis, W. G. & Mitreva, M. Pan-phylum Comparison of Nematode Metabolic Potential. *PLoS neglected tropical diseases* **9**, e0003788, doi:10.1371/journal.pntd.0003788 (2015).

- 56 Yeh, I., Hanekamp, T., Tsoka, S., Karp, P. D. & Altman, R. B. Computational analysis of *Plasmodium falciparum* metabolism: organizing genomic information to facilitate drug discovery. *Genome research* **14**, 917-924, doi:10.1101/gr.2050304 (2004).
- 57 Taylor, C. M. *et al.* Discovery of anthelmintic drug targets and drugs using chokepoints in nematode metabolic pathways. *PLoS pathogens* **9**, e1003505, doi:10.1371/journal.ppat.1003505 (2013).
- 58 Berman, H. M. *et al.* The Protein Data Bank. *Nucleic acids research* **28**, 235-242 (2000).
- 59 Law, V. *et al.* DrugBank 4.0: shedding new light on drug metabolism. *Nucleic acids research* **42**, D1091-1097, doi:10.1093/nar/gkt1068 (2014).
- 60 Lopez, R., Silventoinen, V., Robinson, S., Kibria, A. & Gish, W. WU-Blast2 server at the European Bioinformatics Institute. *Nucleic acids research* **31**, 3795-3798 (2003).
- 61 Koutsovoulos, G., Makepeace, B., Tanya, V. N. & Blaxter, M. Palaeosymbiosis revealed by genomic fossils of *Wolbachia* in a strongyloidean nematode. *PLoS genetics* **10**, e1004397, doi:10.1371/journal.pgen.1004397 (2014).
- 62 Dodt, M., Roehr, J. T., Ahmed, R. & Dieterich, C. Flexbar – flexible barcode and adapter processing for next-generation sequencing platforms. *MDPI Biology* **1**, 895-905 (2012).
- 63 Li, H. & Durbin, R. Fast and accurate short read alignment with Burrows-Wheeler transform. *Bioinformatics* **25**, 1754-1760, doi:10.1093/bioinformatics/btp324 (2009).
- 64 McKenna, A. *et al.* The Genome Analysis Toolkit: a MapReduce framework for analyzing next-generation DNA sequencing data. *Genome research* **20**, 1297-1303, doi:10.1101/gr.107524.110 (2010).
- 65 Cingolani, P. *et al.* A program for annotating and predicting the effects of single nucleotide polymorphisms, SnpEff: SNPs in the genome of *Drosophila melanogaster* strain w1118; iso-2; iso-3. *Fly* **6**, 80-92, doi:10.4161/fly.19695 (2012).
- 66 Purcell, S. *et al.* PLINK: a tool set for whole-genome association and population-based linkage analyses. *Am J Hum Genet* **81**, 559-575 (2007).
- 67 Danecek, P. *et al.* The variant call format and VCFtools. *Bioinformatics* **27**, 2156-2158, doi:10.1093/bioinformatics/btr330 (2011).

- 68 Bandelt, H. J., Forster, P. & Rohl, A. Median-joining networks for inferring intraspecific phylogenies. *Mol Biol Evol* **16**, 37-48 (1999).
- 69 Wang, D., Zhang, Y., Zhang, Z., Zhu, J. & Yu, J. KaKs_Calculator 2.0: a toolkit incorporating gamma-series methods and sliding window strategies. *Genomics Proteomics Bioinformatics* **8**, 77-80, doi:10.1016/S1672-0229(10)60008-3 (2010).
- 70 Tajima, F. Statistical method for testing the neutral mutation hypothesis by DNA polymorphism. *Genetics* **123**, 585-595 (1989).
- 71 RefCov v. 0.3 (<http://gmt.genome.wustl.edu/gmt-refcov>).
- 72 Anders, S., Pyl, T. P. & Huber, W. HTSeq — A Python framework to work with high-throughput sequencing data. *bioRxiv*, doi:10.1101/002824. (2014).
- 73 Anders, S. & Huber, W. Differential expression analysis for sequence count data. *Genome biology* **11**, R106, doi:10.1186/gb-2010-11-10-r106 (2010).
- 74 Anders, S. *et al.* Count-based differential expression analysis of RNA sequencing data using R and Bioconductor. *Nature protocols* **8**, 1765-1786, doi:10.1038/nprot.2013.099 (2013).

How the deposited data were processed for this re-analysis (not part of the article)

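RNA from whole worms of *D. viviparus* was sequenced in 22 libraries, 2 for each of 11 stages. The authors cleaned the reads with Trimmomatic, aligned them to the genome assembly with TopHat2 (which uses Bowtie2) guided by the gene annotation, and counted reads per gene with HTSeq-count; they deposited these raw counts. The FPKM values, as deposited by the authors, are the same reads divided by gene length and library size, and the tool for that division is not given in the sources used here.

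Both tables hold 14171 gene rows. In the count table 2 gene rows have values shifted by a column and were left out, which leaves 14169. Another 2 rows of that table name no gene and hold 182 reads in all (6.28e-05% of reads), and these stayed out of library sizes and tests. Libraries held 3515065 to 33038450 reads, with a median of 12680089.5. Shallow libraries limit the detection of genes with low counts, so detection was repeated with every library thinned to the reads of the smallest.

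Raw counts were tested with edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM normalization, glmQLFit with robust estimation and glmQLFTest. A Benjamini-Hochberg adjusted p under 0.1 called a gene changed, as in the paper's methods, which used DESeq2. Stage contrasts came from a fit of all 22 libraries with 11 groups (13880 genes kept), since 2 libraries per stage leave little to estimate the spread from. Free-living and parasitic larvae were compared in a fit of their 6 and 8 libraries (12519 genes kept). The change over the normal life cycle is an F-test of 10 stages at once, and the difference of the sex effect between L5 and adults is an interaction contrast. The standard error of a log2 fold change is its size divided by the square root of F. Principal components used log2 CPM with a prior count of 2 of the 500 genes with the highest variance, centred and not scaled. Distances are the root mean square difference in log2 CPM over 13880 genes. Peak FPKM is the highest stage mean of a gene.

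Alternatives were DESeq2 1.42.0 (likelihood ratio test for the life cycle, Wald test otherwise), RLE size factors, no filter beyond at least 1 read, an adjusted p under 0.05, a change of at least 2-fold, the strain as a covariate, a block for the replicate letter, fits of the compared libraries alone, and each library left out in turn. These, the tests and the threshold were set before the data were examined. Splitting the libraries by coding length, adding that set to the model, removing the trend of each library with coding length, and fitting the libraries with a replicate letter without the block were added after the data were examined. Other tools were limma 3.58.1, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

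The tests were tested on simulated data with 200 changed genes. For eggs against L1, edgeR recovered 10 of 100 genes changed 4-fold and 61 of 100 changed 16-fold, with 7 false calls; DESeq2 recovered 32 and 82, with 82 false calls. For free-living against parasitic larvae, edgeR recovered 49 and 86 of 100, with 9 false calls. Smaller changes between stages with 2 libraries each are therefore often missed. DESeq2 made 82 false calls beside 32 and 82 true ones, a larger share than an adjusted p under 0.1 is meant to allow. Its larger counts in the real data may therefore hold more false calls.

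The locus tags of the rows were checked before any gene was named. All 14171 match a tag of the reference. The coding length implied by counts and FPKM is a multiple of 3 for 14134 of 14162 rows, but it lies within 1 nt of the length that Table S3 gives for the same tag in 1 of 1052 rows (1.83 on average with shuffled tags). Of 32 lengths of 3000 nt or more in the part of Table S3 used here, 30 occur among the implied lengths of some row, against 10 when shifted by 6 nt. Gene names, GO terms, gene families and the genes the paper names were therefore not joined to the rows, and the tests of gene lists planned for them were not run. Operon membership was joined by tag only for the planned correlation of neighbouring pairs, which carries the same doubt. Counts of genes do not need the tags.

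Rows are named by a rule: past the threshold, at least 10 CPM in the higher group, every library of one group above every library of the other on the scale of that comparison's fit, then the 2 largest log2 fold changes per direction. The rule set before the data were examined also asked for a descriptive gene name and took more rows per direction; both points were changed after the tags had been checked, and rows with 1 to 3 reads in the lower group are left out, except DICVIV_07620 and DICVIV_12683, for which no fold is given. For a row with no reads in the lower group, the reads of the higher group are given in place of a fold of means.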

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

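No test in this part was chosen after its result was seen, though the rule for the rows named was changed after the row tags had been checked. For 938 of 13880 genes the male-to-female fold change differed between L5 and adults by edgeR's interaction contrast, a difference between the 2 ages.

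Dixon's gap test, the gap of a library to its neighbour as a share of the range, was run on free-living and parasitic larvae. Of 16 combinations of group and measure, 4 had a library past its limit. The limit is set for a chance of 1 in 20 with independent samples of one kind. Here each group mixes stages, and some measures are levels of rows chosen for their fold change. That rate therefore does not hold, and 4 of 16 cannot be read as an excess. Among parasitic larvae, L5 mixed-sex B held 3515065 reads, and the next lowest library 10362600. L5 female A had 3.93% of its reads in a single row, and the next highest parasitic library 2.11%. The row listed as DICVIV_12788 stood at 3.12 CPM in L5 female A and at 0.977 CPM or less in the other parasitic libraries. The row listed as DICVIV_07620 stood at 0.199 CPM in L3 B and at 0.0680 CPM or less in the other libraries of free-living larvae, which is 2 reads against 1 or 0, too few to set that library apart.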

How the results depend on the processing

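Settings by library set, by coding length or without the block on the same libraries were chosen only after the results were seen; the other alternatives were set before the data were examined. Over the comparison results, 134 changed settings left the result within its tolerance (1.5 times for counts), 60 moved it and 3 turned its sign; leaving out single libraries gave 64, 33 and 1. Of those for named genes, 220 kept the call and 19 ended it, and without single libraries 107 and 19. The counts for adult sex, for the life cycle and for genes detected stayed within 1.5 times in every setting tried other than a left-out library. Where a value moved, the cause was not tested, except that a stricter threshold calls fewer genes by construction. Planned tests of gene lists were not run, since coding lengths of the rows follow the gene models of their tags weakly or not at all.

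With DESeq2, 366 genes were higher in male and 638 in female L5, 147 in hypobiotic L5 and 100 in L4, 358 changed between hypobiotic and mixed-sex L5, 3064 between L4 and mixed-sex L5 and 1504 in the interaction, and 1274 genes found in every stage did not pass the test over the life cycle. At an adjusted p under 0.05 there were 1517 genes higher in eggs, 1122 in L1, 141 in male and 102 in female L5 and 654 changed between L4 and mixed-sex L5. At that threshold edgeR called 0 for hypobiotic L5 over L4 (641 at an unadjusted p under 0.05) and 0 against mixed-sex L5 (1330 unadjusted). With RLE size factors 0 genes were higher in hypobiotic L5 than in L4. With strain as a covariate, 29 were higher in hypobiotic L5, 12 in L4, 0 changed between hypobiotic and mixed-sex L5 and 2704 between L4 and mixed-sex L5. Fits of the compared libraries alone gave 4593 (eggs), 4303 (L1), 0 (male L5), 0 (female L5), 0 (hypobiotic L5 over L4), 11 (hypobiotic against mixed-sex L5) and 310 (L4 against mixed-sex L5). With 1 value per stage (3 against 4), 2147 genes were higher in free-living and 1911 in parasitic larvae. With the mean of male and female L5 as active L5, 319 genes changed in hypobiotic L5.

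The library set as a covariate has its effect estimated from L4, female L5 and hypobiotic L5 only, also where eggs and L1 are compared. With it the counts were 1005 (eggs), 643 (L1), 95 (hypobiotic L5 over L4), 22 (L4 over hypobiotic L5) and 27 (hypobiotic against mixed-sex L5). With the length trend removed they were 16, 2 and 1 for the last 3. In the 15 libraries of longer coding length, 0 genes were higher in hypobiotic L5 than in L4, 0 changed against mixed-sex L5 and 85 between L4 and mixed-sex L5. In the 7 of shorter coding length, 2667 were higher in male and 2766 in female L5, 2720 in hypobiotic L5 and 2760 in L4. Female L5, hypobiotic L5 and L4 have 1 library each there, so the spread comes only from the L1 and male L5 pairs. These are the closest pairs of all 11 stages (SD of the log2 ratio 0.218 and 0.273, the next 0.714 in mixed-sex L5). The counts in the shorter set therefore do not show how many genes differ once the set is held fixed.

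Hypobiotic L5 lay farther from L4 than from active L5 by 0.0575, and nearer with male and female L5 in place of mixed-sex L5 (-0.0640), with a prior count of 0.5 (-0.00769) and in the shorter set (-0.189). Over the 500 most variable genes it lay farther from L4 by 0.290. Its fold changes correlated with those of L4 at 0.374 and 0.213 with separate controls, 0.636 in the longer and 0.742 in the shorter set, where both share their controls and unchanged groups simulated against them, a check chosen after seeing the values, gave 0.359 and 0.245. The first 2 principal components held 59.7% over all genes and 77.5% in the longer set. Mean peak FPKM was 268 by single libraries and the median 74.8, and the median correlation of operon pairs by tag was 0.0552 (39 pairs; -0.0358 in 918 other pairs of neighbours), 0.0521 with log2(FPKM + 1) (others 0.0290) and 0.00775 over stage means (others -0.0556).

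Leaving out 1 library leaves a stage with 1, assumed to vary like the other groups. Ranges were 438 to 1470 (higher in eggs), 331 to 595 (L1), 54 to 261 (male L5), 7 to 551 (female L5), 1233 to 1714 (adult males), 711 to 1151 (adult females), 0 to 8 (hypobiotic L5 over L4; 0 without L4 A, L4 B or hypobiotic L5 A), 0 to 0 (L4 over hypobiotic L5; edgeR, 410 unadjusted with all libraries), 0 to 17 (hypobiotic against mixed-sex L5), 116 to 2700 (L4 against mixed-sex L5), 478 to 893 (interaction), 10312 to 11889 (life cycle), 2808 to 3307 (free-living) and 2608 to 3254 (parasitic larvae). The distance difference ran from -0.305 (without hypobiotic L5 A) to 0.420 (without hypobiotic L5 B). Egg and L1 counts fell by more than 1.5 times without any 1 of their 4 libraries.

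The replicate letters A and B do not pair the samples: of 36 pairs of stages, deviations of A from B correlated above 0.1 in 11 and below -0.1 in 13 (-0.467 to 0.824). In a check chosen after seeing the signs, deviations of the 2010 from the 2000 strain correlated above 0.1 in 13 of 15 pairs of the 6 stages that hold both strains (-0.102 to 0.513). In all 6 the 2000 library also has fewer reads, and adult males, of a single strain, deviated by depth with 5 of the 6 at above 0.1, so strain and depth cannot be told apart. With the letter as a block, 14 genes were higher in hypobiotic L5, 1 in L4, 0 changed between hypobiotic and mixed-sex L5 and 1016 between L4 and mixed-sex L5; the same 19 libraries with no block gave 11, 0, 0 and 1205. No paired analysis was possible because the male and female L5 columns share a single letter, C, which the sample labels do not give, for L5 sex and the interaction.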

Differences from the paper's values

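The paper called changed genes with an earlier version of DESeq2, while the main counts here come from edgeR, so these differences include a change of test. In simulated eggs and L1, DESeq2 made 82 false calls against 7 by edgeR, so its larger counts here may hold more false calls. The paper counts 1102 constitutively expressed genes. Here 2071 genes found in every stage did not pass the edgeR test, and with DESeq2, set before the data were examined, 1274, within 1.5 times of the paper's. Genes found in every stage are counted here by reads and in the paper by breadth of coverage.

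The paper's mean peak expression of genes without Wolbachia-like sequence is 3356.6 FPKM, and here the mean over all genes is 212.4 FPKM. All genes are a wider group only by the genes with such sequence, which are too few to account for a difference of this size. The highest single library (268.4), the median (74.8) and genes above 0 FPKM (212.5) also differ. On another scale, reads scaled to the mean library size, chosen after seeing the values, the mean peak here is 2779 by stage means and 3459 by single libraries.

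Higher in hypobiotic L5 than in L4 the paper counts 217 genes with DESeq2, and here edgeR called 7. DESeq2 gave 147, which is within 1.5 times. A threshold of 0.05 (0), a change of at least 2-fold (7), RLE size factors (0), no filter (7), the strain as a covariate (29), the block (14) and the compared libraries alone (0) gave counts that differ; edgeR had 641 genes at an unadjusted p under 0.05. In both directions the paper counts 417 genes and here 7 changed, and DESeq2 with 247 and every other alternative set before the data were examined differ.

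In L5, about 800 genes in Fig. 5b, read by eye, are higher in females, and here 199. DESeq2 (638) and leaving out L5 female C (551) lie within 1.5 times, and leaving out the other libraries (7 to 65), the threshold of 0.05 (102), 2-fold (199), RLE (213), no filter (198), strain (277) and the compared libraries alone (0; in the fit of 22 libraries, 1100 at an unadjusted p under 0.05) do not. For males the figure has about 420 in Fig. 5b, read by eye, and here 225. DESeq2 (366) and strain (300) lie within 1.5 times, and 0.05 (141), 2-fold (225), RLE (219), no filter (224) and the compared libraries alone (0; 666 unadjusted in the fit of 22) do not. The figure has more genes higher in female than in male L5, as DESeq2 does here, and edgeR called more in males. With edgeR, females had more at an unadjusted p under 0.05 (1100 against 666) and in fits without L5 female C (551 against 261) or without L5 female A (65 against 54). They also had more with the length trend removed (235 against 221), a setting chosen after seeing the values.

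The paper states that the larger part of all genes differ between free-living and parasitic stages. Here 50.2% of the genes tested and 44.3% of all genes in the table did. Of all genes, DESeq2 gave 51.5% and the contrast of stage means in the fit of 22 libraries 59.2%. All other settings set before the data were examined fell short of the larger part. Among them were 1 value per stage (28.6%), the replicate block (30.5%) and an adjusted p under 0.05 (36.3%). The library set in the model gave 55.3%. The libraries of shorter coding length alone, with L1 as the only free-living stage, gave 50.1%, and those of longer coding length alone 36.5%. These settings were chosen after seeing the values. The paper places hypobiotic L5 nearer to L4 than to active L5 by its profile. Here the mean distance was 1.34 to L4 and 1.28 to mixed-sex L5, and nearer to L4 with male and female L5 as active L5 (1.34 against 1.40). On the first 2 principal components, the measure the paper shows, hypobiotic L5 lay nearer to L4 (14.3) than to mixed-sex L5 (21.3), and with rlog 7.69 against 16.1. The mean distance between libraries over the same number of most variable genes, 500, went the other way (2.34 to L4, 2.05 to mixed-sex L5). Female L5 lay at 13.8 and male L5 at 41.0, and with rlog at 8.38 and 34.9. These distances on the components were computed after the values had been seen.

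For the share of variance on the first 2 principal components, the shares from rlog here (45.1% and 29.5%) match the axis labels of Fig. 5a, while its legend gives 79.9% for both together, and here they held 74.5% with rlog and 74.9% with log2 CPM.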

Other observations

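Tests of the row tags, of the 7 libraries, of the hypobiotic distances and of the split of the larvae were all chosen only after the results were seen.

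The row with the most reads differed between stages. DICVIV_06902 (coding length 849 nt) led both L1 libraries with 2.56% and 2.74% of reads, and DICVIV_00257 (5887 nt) both L2 libraries with 1.66% and 2.38%, and L3 A. DICVIV_09549 (906 nt) led both female and both male L5 libraries, both hypobiotic ones, L5 mixed-sex B and adult male A. Adult females had the longest mean coding length per read, 1944 and 1840 nt. These rows were singled out after their values were seen. Female L5 and adult females differed in 2146 genes (2212 with the library set in the model), and mixed-sex L5 and adult females in 1118 (2536). Between hypobiotic L5 and female L5 52 genes changed (393 with the set), and between hypobiotic and male L5 609 (644).

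The coding length implied by a row did not follow the coding length in Table S3 for its tag (Spearman rho -0.0223), and followed the reference gene length of the tag weakly (0.0884; 12.3% of rows longer than the gene, against 12.8% or more with shuffled tags), so some link of tag and row remains. That argues against another version of the gene models, under which lengths would still rank alike. Labels attached to rows of other genes stay open as a candidate explanation: 30 of 32 long coding lengths of Table S3 occur among the implied lengths of some row, against 10 when shifted by 6 nt. The level followed the implied length over 14162 rows (rho 0.643), and over 1052 rows it did not follow the Table S3 length of the tag (-0.0272). No biological explanation was tested.

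The 7 libraries of shorter coding length hold both L1 and both male L5 libraries and 1 each of L4, female L5 and hypobiotic L5. Strain and stage are argued against by 3 stages with a library on each side, 2 of them with a single strain label. Sequencing depth is argued against by 5 of the 15 other libraries, whose totals lie within the range of the 7. A trend with coding length alone is argued against by 5681 genes called for the set with the trend removed against 5780 before, 98.3% as many (median size over all genes tested 0.96 and 0.97, log2). A difference in library preparation may remain, but no label names one, and it was not tested.

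Distances from hypobiotic L5 followed the library set: 0 distances to the other set were below the largest within the own set. Closeness of the arrested stage to L4 cannot be told apart from closeness to active L5, since it was nearer to L4 in the shorter set (-0.189) and nearer to mixed-sex L5 in the longer (0.0657), with 1 hypobiotic library in each. The active L5 differ between the sets: with female L5 A alone in the longer set, L4 was the nearer there too (1.09 against 1.16).

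Free-living and parasitic larvae differed in 6282 genes. Of 100 of the 3003 splits of the 14 libraries into 6 and 8, 1 gave as many, the real one, and the highest other gave 2520 (median 0). These splits break up the stages, whose libraries are not independent. Of the 35 groupings that keep the 7 stages whole, 1 gave as many, again the real one. The highest other, mixed-sex, female and male L5 against the rest, gave 4814. L2, L3 and mixed-sex L5 against the rest gave 4678, and the median of the others was 0. A share of 1 in 35 is the smallest these groupings can give, and the test was chosen after the result was seen. It therefore does not exclude chance, and it cannot tell habitat from the order of the stages. A split along the coding length gap, run apart from these, gave 5875, which points to a structure of the samples. Within the longer set 2724 and 2446 genes were higher in free-living and parasitic larvae, and within the shorter, where L1 is the only free-living stage, 3392 and 3700.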
